# Fluctuations in chromatin state at regulatory loci occur spontaneously under relaxed selection and are associated with epigenetically inherited variation in *C*. *elegans* gene expression

**DOI:** 10.1371/journal.pgen.1010647

**Published:** 2023-03-02

**Authors:** Rachel Wilson, Maxime Le Bourgeois, Marcos Perez, Peter Sarkies

## Abstract

Some epigenetic information can be transmitted between generations without changes in the underlying DNA sequence. Changes in epigenetic regulators, termed epimutations, can occur spontaneously and be propagated in populations in a manner reminiscent of DNA mutations. Small RNA-based epimutations occur in *C*. *elegans* and persist for around 3–5 generations on average. Here, we explored whether chromatin states also undergo spontaneous change and whether this could be a potential alternative mechanism for transgenerational inheritance of gene expression changes. We compared the chromatin and gene expression profiles at matched time points from three independent lineages of *C*. *elegans* propagated at minimal population size. Spontaneous changes in chromatin occurred in around 1% of regulatory regions each generation. Some were heritable epimutations and were significantly enriched for heritable changes in expression of nearby protein-coding genes. Most chromatin-based epimutations were short-lived but a subset had longer duration. Genes subject to long-lived epimutations were enriched for multiple components of xenobiotic response pathways. This points to a possible role for epimutations in adaptation to environmental stressors.

## Author summary

Evolution is known to occur because of changes in DNA sequence which are inherited between generations. Recently, though, it has been discovered that information beyond the DNA sequence can be transmitted between generations. This information, known as epigenetic, can control how the DNA sequence is used. Epigenetic information that is transmitted between generations could drive evolutionary processes in populations, but this is yet to be tested. We used a simple nematode worm to investigate the contribution of different types of epigenetic information to evolution. We evolved populations of worms in the laboratory and investigated epigenetic differences that emerged in different lineages. Most epigenetic differences were very short-lived, so unlikely to be able to contribute to long-term evolutionary processes. However, we identified some changes that lasted much longer. Intriguingly, genes that control the worms’ responses to external threats such as bacterial infections or noxious chemicals were most likely to undergo long-term epigenetic changes, despite the fact that the environment of the worms was stable and did not contain these stresses. We think that epigenetic processes might be able to create a fast-acting form of variation that could help in situations where organisms need to adapt to dangerous environments.

## Introduction

Epigenetic gene regulation is fundamental to the establishment and maintenance of cell identity during development. Whilst many epigenetic features are erased in germ cell development and the early stages of embryonic development, some transgenerational epigenetic inheritance phenomena have been rigorously established across a wide variety of experimental settings in several different species [1–5]. Several molecular mechanisms capable of transmitting epigenetic information between generations have been demonstrated, including short (18-36nt) non-coding RNA species, histone post-translational modifications, methylation of specific bases within DNA and prions [4,6]. Despite this burgeoning understanding of transgenerational epigenetic inheritance in laboratory settings we still understand little about its significance across evolution [7–9]. Of particular interest is whether transgenerational epigenetic inheritance can contribute to evolutionary processes in populations, including genetic drift and natural selection [5,10].

Heritable changes in epigenetic states may alter gene expression patterns but do not require underlying changes in DNA sequence [11]. When such changes arise in populations they can be referred to as epimutations [12,13]. Epimutations may be induced in response to an environmental stimulus [14–17], but have also been shown to arise spontaneously under controlled conditions [18,19]. Establishing the rate and stability of epimutations requires the use of approaches from evolutionary biology designed to map DNA sequence-based mutations, known as Mutation Accumulation (MA) experiments [20–22]. In the MA approach multiple lines derived from a common ancestor are propagated for many generations at reduced population size. Under these conditions drift dominates over selection so neutral, deleterious and beneficial mutations can be identified [20,23,24]. The MA framework was used to study epimutations in plants, focussing on changes in DNA methylation [25–27]. Spontaneous changes in DNA methylation arise more rapidly than DNA sequence changes, but have limited stability, lasting around 5–10 generations on average [18,28,29].

We recently used the nematode *C*. *elegans* as a model to study epimutation rate, spectrum and stability. Transgenerational epigenetic inheritance in *C*. *elegans* can be mediated by a class of small RNAs known as 22G-RNAs, which are made by RNA dependent RNA polymerase and map antisense to protein-coding genes [30–34]. We demonstrated that 22G-RNA-based epimutations arise spontaneously in *C*. *elegans* MA lines [35]. Epimutations were short-lived, lasting for two to three generations on average, although some epimutations lasted for at least 10 generations. Similar short-term variation was shown to affect metabolite levels, suggesting that short-term epigenetic inheritance could be influential in phenotypic variation [36]. This suggests that epimutations are unlikely to contribute to long-term divergence within populations but could contribute to short-term adaptive processes. However, there was no enrichment of epimutations in 22G-RNAs to target particular categories of genes, thus the functional relevance of this process remains unclear [35].

In addition to 22G-RNAs, other forms of epigenetic regulation could contribute to epimutations in *C*. *elegans*. Chromatin is critical to the regulation of gene expression and is structurally dynamic in terms of its susceptibility to undergo remodelling in development and in response to external stimuli [37,38]. The preeminent features of chromatin organisation on *C*. *elegans* autosomes are large blocks of constitutively active genes marked by H3K36me3-containing nucleosomes and tissue-specific genes marked by H3K27me3 [37,39]. Additionally, transposable elements are marked by H3K9me2/3 nucleosomes [40]. Chromatin modifying enzymes contribute to transgenerational epigenetic inheritance phenomena either downstream or in parallel to small RNAs [41–46]. Here, we used the MA framework to investigate chromatin-based epimutations using ATAC-seq [47,48] to investigate large-scale changes in chromatin organisation. We demonstrate that heritable epimutations in chromatin structure occur, and are linked to changes in gene expression. Although most epimutations are very short-lived, a subset of epimutations is more durable. Intriguingly, long-lived epimutations are enriched for genes involved in defence response functions, suggesting that epimutations may have consequences for short-term adaptive responses for *C*. *elegans* in natural environments.

## Results

### 1. Spontaneous chromatin epimutations occur under relaxed selection

We reasoned that in addition to 22G-RNAs, chromatin-based epimutations could also be implicated in transmission of novel gene expression patterns through the germline (Fig 1A). Chromatin-based epimutations could therefore be a source of potential phenotype variation, which depending on stability and duration could be acted on by selective forces [5,10,49].

**Fig 1:**
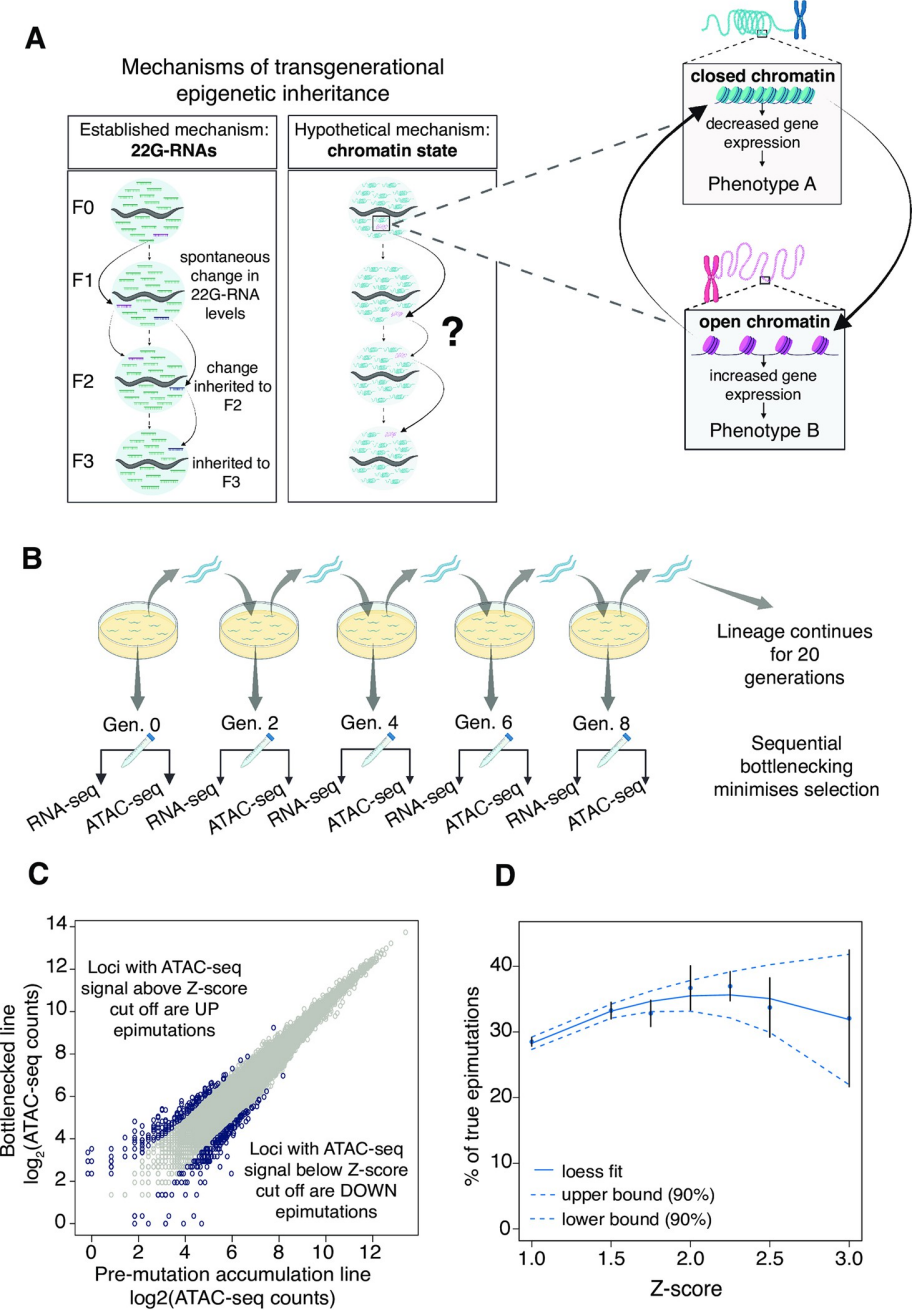
Identification of spontaneous chromatin-based epimutations under relaxed selection. **A.** Mechanisms of transgenerational epigenetic inheritance. 22G-RNAs have been established in previous work as drivers of epigenetic inheritance through the germ line. Spontaneous changes in chromatin state (epimutations) are an alternate mechanism. **B.** Experimental design. Three independent lineages of *C*. *elegans* nematodes were grown with bottlenecking for a total of 20 generations including a non-restricted pre-mutation-accumulation (PMA) generation (Gen. 0). Paired RNA-seq and ATAC-seq libraries were produced from the PMA generation and at alternate generations from generations 2–20. RNA was further processed to produce small RNA libraries. **C.** Identification of chromatin-based epimutations. Epimutated loci were defined as regulatory element loci with ATAC-seq counts (rings on plot) that were significantly greater (UP) or lower (DOWN) than that of the same locus in the PMA generation according to a Z-score cut off. UP epimutations correspond to increased opening of chromatin while DOWN epimutations reflect chromatin closing. **D.** Simulation to identify optimal Z-score cut-off. X-axis shows range of Z-score cut-offs tested. Y-axis shows difference between the percentage of epimutations inherited for two or more generations compared to the predicted percentage if epimutations occurred randomly but were never inherited.

We propagated three independent Mutation Accumulation lines of the laboratory strain N2 *C*. *elegans* for 20 generations under identical environmental conditions. The population size was limited to two hermaphrodite animals to minimise selective forces [20] (Fig 1B). We collected embryos every two generations and profiled chromatin accessibility using ATAC-seq, small-RNAs using small RNA-seq and protein-coding genes using polyA-RNA-seq.

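N2 is the standard laboratory strain of C. elegans, a nematode of which most animals are self-fertile hermaphrodites. Embryos were sampled from lineages A, B and C in the PMA generation (generation 0) and at alternate generations from 2 to 20. For each of the 3 data types 31 libraries were analysed, 3 of generation 0 and 28 of later generations. Each lineage and generation has 1 library, so no generation has replicates within a lineage. RNA-seq was quantified over 27790 genes, of which 19164 are protein-coding in Ensembl release 115. ATAC-seq, in which a transposase cuts accessible DNA, was quantified over 31618 regulatory elements of chromosomes I to V and X. The small RNA libraries give the 22G-RNAs that map antisense to 8479 genes. The authors aligned RNA-seq and ATAC-seq reads with Bowtie2 and 22G-RNAs with Bowtie, counted them over genes or elements with BEDTools, and divided the counts of each library by its DESeq2 size factor. In every library all values are whole multiples of 1 step within a tolerance of 0.001 read, so the number of reads behind each value could be recovered. The RNA-seq libraries hold between 43661492 and 49318096 reads in generation 0 (median 48740310) and between 42039288 and 48158015 in later generations (median 46252766). The ATAC-seq libraries hold between 7625441 and 9472742 reads in elements in generation 0 (median 9120940) and between 2995631 and 12251653 later (median 5602884). The small RNA libraries hold between 1008367 and 1611500 antisense 22G-RNA reads in generation 0 (median 1058030) and between 106897 and 1504610 later (median 955798), the lowest being generation 4 of lineage A. A count of 0 is written as 1 in the RNA-seq values (183017 of 861490) and the ATAC-seq values (182 of 980158), and these were read as 0. The small RNA values keep their 7998 counts of 0 among 262849 values. The mean normalized count is under 10 in 39.9% of the RNA-seq genes, 0.380% of the elements and 27.1% of the genes with 22G-RNAs.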

To identify genes with altered gene expression or antisense 22G-RNA levels we obtained normalized expression and 22G-RNA counts for each protein-coding gene and used a linear model to calculate deviations from the parental line. We then transformed the deviation into a Z-score for each gene for each generation across each lineage (S1–S6 Tables). To identify ATAC-seq changes we obtained accessibility information for regulatory elements on the basis of a previously published set [50]. 

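For each later library, the log2 ratio of its normalized counts to those of generation 0 of the same lineage, with 1 normalized count added to both, was fitted by a linear model on the log2 mean of the 2 libraries. The residuals minus their mean, divided by their standard deviation, gave the Z-scores. The text of the methods names neither the value added to counts of 0 nor which mean entered the model. Over the 28 later libraries, 36974 RNA-seq values, 27056 ATAC-seq values and 9328 22G-RNA values lay beyond 2.25 or -2.25. Genes with a mean normalized count under 10 held 77.3% of the expression values past the cut-off and 64.9% of the 22G-RNA values, and elements with such a mean held 4.59% of the ATAC-seq values. Of the alternatives tried, a cut-off of 3 lowered these numbers most, to 11547, 8203 and 2816. Against the part of S1 to S9 Tables that was read, the median absolute difference between Z-scores lay between 0.109 and 0.115 over the lineages for expression, between 0.0944 and 0.122 for chromatin and between 0.134 and 0.172 for 22G-RNAs. Over 5840, 5951 and 5997 rows compared, 1154, 703 and 944 calls differed. Each row holds the calls of 1 locus in all later libraries of 1 lineage. For expression, 492 of 18460 calls differed in lineage A, 384 of 17973 in B and 278 of 17973 in C. A linear model of the log2 count on the log2 generation 0 count, chosen after seeing those tables, gave median differences of 0.00187 to 0.00418 for expression and 0 for the other two data types. With that model, 139 expression calls, 0 chromatin calls and 0 22G-RNA calls differed among all calls of the same rows.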

We used a linear model to compare this to the parental line and transformed this into a Z-score as above (Fig 1C and S7–S9 Tables).

In order to identify putative epimutations from these data, we sought to identify a Z-score that maximised the probability of identifying true epimutations rather than false positives. According to the conventional definition of epigenetic inheritance [1], only inherited changes appearing in multiple successive generations are true epimutations. However, some epigenetic changes that appear in successive generations may have arisen by chance in the same locus over consecutive generations without transmission between generations, which we term false positive epimutations. We cannot distinguish these in any individual case. However, if true epimutations are common then we would expect the proportion of identical epimutations appearing in consecutive generations to be greater than expected given the rate at which epimutations occur overall. At a low threshold for defining an epimutation, there will be more false positives, but increasing the stringency will result in fewer true epimutations being detected. 

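At a Z-score cut-off of 2.25, chromatin-based epimutations of the same direction in consecutive sampled generations formed 21533 runs over the 3 lineages, after the removal of 138 runs with the same onset and duration in all 3 lineages. Of these runs, 3125 (14.5%) covered at least 2 sampled generations. When the changes of each library were re-assorted at random among the elements changed at least once in that lineage, 8.85% of runs did so on average and 9.41% at most (one-sided permutation p = 0.001, the smallest that 1000 draws can give). Of the alternatives tried, the excess of 5.66 percentage points moved most when the median over the libraries of a lineage replaced generation 0 as the reference, where it was -3.07. A change in most libraries of a lineage moves that median with it, so this reference removes long runs by construction. At every cut-off from 1 to 3, in steps of 0.25, the observed share exceeded that of all re-assortments. The excess was 9.80 percentage points at a cut-off of 1 and 4.73 at a cut-off of 3. As a percentage of the observed share it was 39.2 at a cut-off of 1, 42.2 at 1.5, where it was largest, 39.0 at 2.25 and 36.3 at 3. All generations of a lineage share 1 generation 0 library, and this is kept when the order of the generations is shuffled within each lineage with all elements moved together. A change over most generations of a lineage also stays consecutive in most shuffled orders, so this comparison bears little on long changes. Without removal of shared runs, 14.4% of runs covered at least 2 sampled generations in the real order and 15.6% on average in 1000 shuffled orders, of which the central 95% lay between 14.4 and 16.9 (one-sided permutation p = 0.970). The paper reasons that common true epimutations would raise the share of changes in consecutive generations above that of re-assorted data, and it takes the cut-off at which this excess was largest in its own simulation.

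**Figure D1:**
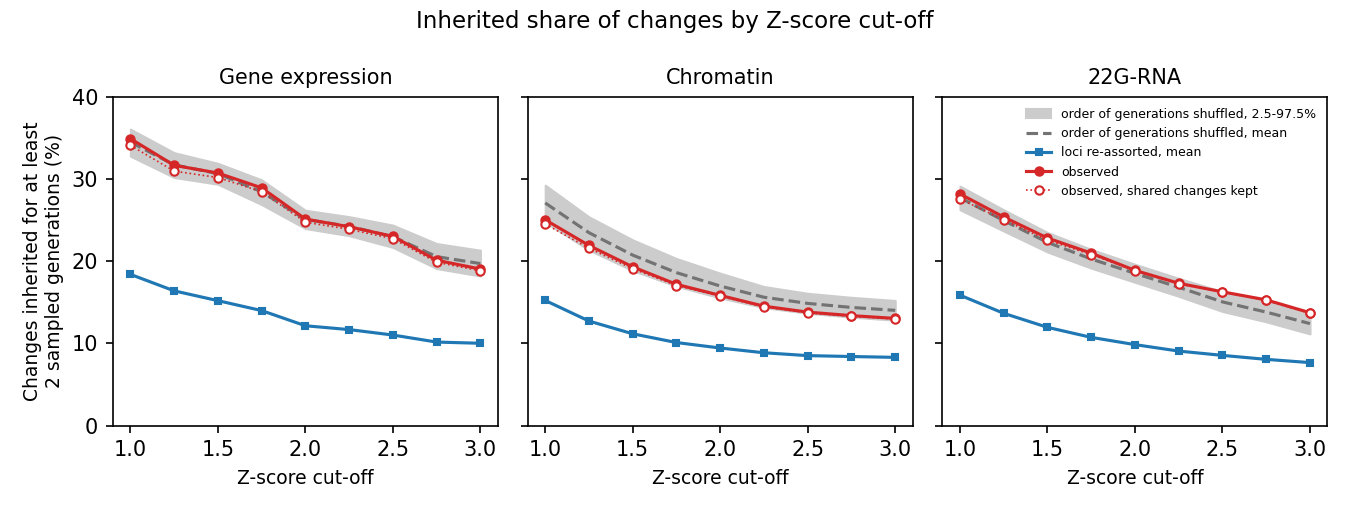
Percentage of runs that cover at least 2 sampled generations (vertical axis) at Z-score cut-offs from 1 to 3 (horizontal axis) for gene expression, chromatin and 22G-RNAs. Filled red points are the observed percentages, open red points those with shared runs kept, blue squares the mean of the re-assortments, and the dashed line and grey band the mean and the central 95% of the shuffled orders of generations. In the chromatin panel, the observed share of 14.5% at 2.25 lies above the re-assorted 8.85% and below the shuffled mean of 15.6%.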

Across all Z-scores tested, the observation of chromatin state changes in two or more consecutive generations was significantly greater in the real data than in the simulated data and was at a maximum Z-score of 2.25 (Fig 1D). We set the threshold for identification of epimutations at 2.25 for subsequent analysis. Therefore, increased ATAC-seq signals (Z > 2.25) were ‘UP’ chromatin-based epimutations, indicating more open chromatin states. Decreased ATAC-seq signals (Z < -2.25) were ‘DOWN’ chromatin-based epimutations, indicating more closed chromatin states. 

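In the 22G-RNA data, 1218 of 7042 runs (17.3%) covered at least 2 sampled generations after the removal of 48 runs shared by the 3 lineages. Re-assortment among genes changed at least once gave 9.08% on average and 10.2% at most (one-sided permutation p = 0.001, the smallest that 1000 draws can give). With the lineage median as the reference, which removes long runs by construction, the excess of 8.21 percentage points became -0.423. Shuffled orders of the generations gave 16.8% on average, with a central 95% of 15.7 to 17.9, against 17.2% in the real order with shared runs kept (one-sided permutation p = 0.255). At cut-offs of 2.5, 2.75 and 3 the real order exceeded the shuffled mean by 1.19, 1.42 and 1.25 percentage points (one-sided permutation p = 0.0340, 0.0130 and 0.0360, each 0.108 after Benjamini-Hochberg adjustment over the cut-offs). The 9328 values past the cut-off lie in 3199 genes, of which 848 had an inherited change.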

We took the same approach to identify small RNA-based epimutations, for which ‘UP’ indicated increased small RNA levels while ‘DOWN’ indicated decreased small RNA levels.

### 2. Chromatin accessibility and 22G-RNA diversify at similar rates during evolution of *C*. *elegans* in the laboratory

We identified chromatin-based epimutations in three independent lineages propagated under minimal selection and compared their properties to epimutations in small non-coding RNAs and gene expression (S10–S18 Tables). We investigated microRNAs, piwi RNAs and 22G-RNAs separately. Heritable epimutations in miRNA expression levels were very rare, although interestingly slightly above what would be expected by chance. Heritable epimutations in piRNA expression levels were more common but affected fewer loci than changes in 22G-RNAs mapping to protein-coding genes (S1 Fig). On the basis of this and the known role of 22G-RNAs in transgenerational epigenetic inheritance in *C*. *elegans* [35], we focussed on 22G-RNA-based epimutations. On average, about 1.6% of protein coding genes exhibited changes in expression level per generation (Fig 2A). 

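New changes past the cut-off were counted in each of the 28 later libraries and in each direction, which gives 56 values per data type. The median was 1.53% of the 27790 genes for expression, with quartiles of 1.30 and 1.94 and a mean of 1.60 ± 0.484 (SD, n = 56). Increases had a median of 1.78% and decreases of 1.38%. Over the 19164 protein-coding genes alone the median was 1.29%. For chromatin the median was 1.22% of elements (mean 1.22 ± 0.348, SD, n = 56), and for 22G-RNAs it was 1.39% of genes (mean 1.49 ± 0.380, SD, n = 56). The values ranged from 0.745 to 3.24% for expression, from 0.335 to 2.07% for chromatin and from 0.790 to 2.52% for 22G-RNAs, so the spread within a data type was larger than the differences between the medians. The expression median moved most with a cut-off of 3, to 0.540%, and with the lineage median as the reference, to 2.70%.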

The median survival was 5, 5 and 3 generations for gene expression changes, 22G-RNA-based epimutations and chromatin-based epimutations respectively (Fig 2B). 

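Runs of at least 2 sampled generations entered the Kaplan-Meier estimate, and runs still present in generation 20 were censored. The median survival was 5 generations over 5948 inherited expression changes (24.5% censored), 5 over 1218 inherited 22G-RNA-based epimutations (23.7% censored) and 3 over 3125 inherited chromatin-based epimutations (20.2% censored). Within single lineages the median was 5 generations for expression and 3 for chromatin in all 3 lineages. For 22G-RNAs it was 3 generations in lineage A and 5 in lineages B and C. The log-rank chi-square over the 3 data types was 92.1 (p = 1.0e-20), in which runs are taken as independent although many loci contribute several. Since only alternate generations were sampled, an inherited change can last 3, 5 or more generations, with no values in between. The lineage median as the reference moves with a change in most libraries and so removes long runs by construction. With that reference the median survival was 3 generations in all 3 data types. In simulated libraries in which every locus kept 1 level, with the variance of the real libraries, it was 5 generations for expression and 3 for chromatin in each of 20 sets, and either 3 or 5 for 22G-RNAs.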

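The percentage of loci newly changed per library was compared between lineages by a permutation test of the Kruskal-Wallis statistic, for each data type and direction. Z-scores are scaled by the standard deviation of each library, and the libraries of a lineage, taken as independent here, share 1 generation 0 library. A lack of difference in this test therefore does not show equal rates of change. Medians for increased expression were 2.01% in lineage A (n = 10), 1.78% in B (n = 9) and 1.51% in C (n = 9) (permutation p = 0.124). Decreased chromatin accessibility had medians of 1.17, 1.21 and 1.44% in lineages A, B and C and the lowest unadjusted permutation p (p = 0.0912). After Benjamini-Hochberg adjustment over the 6 comparisons the lowest permutation p was 0.373. At a cut-off of 3 that lowest adjusted p was 0.0536, the smallest among the alternatives.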

All three worm lineages displayed similar rates of epimutations (S2 Fig). This is orders of magnitude higher than the genome-wide rate of spontaneous nucleotide sequence change or insertion-deletion events in MA lines of *C*. *elegans*. [51–54].

**Fig 2:**
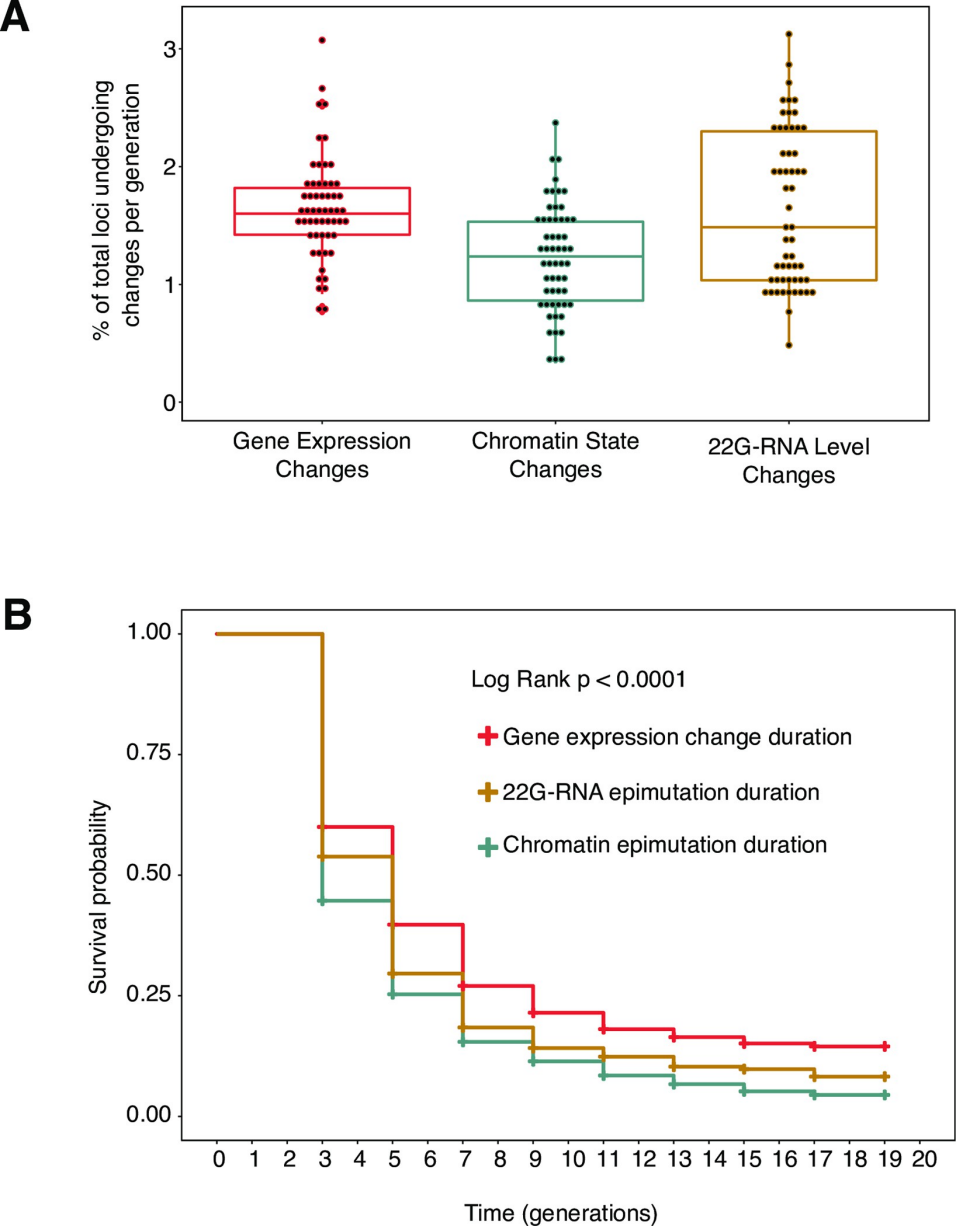
Rate of onset and survival of gene expression changes, chromatin and 22G-RNA-based epimutations. **A.** Boxplots indicate percentage of loci per generation subject to gene expression changes (red), chromatin state changes (blue) or 22G-RNA level changes (gold). Box shows the interquartile range with horizontal line at the median; the whiskers extend to the furthest point no more than 1.5 times the interquartile range **B.** Survival plot shows step changes in survival of gene expression changes (red), 22G-RNA-based epimutations (gold) and chromatin-based epimutations (blue) persisting over a time frame of 20 generations (generational time points on X-axis). Y-axis showing survival probability. p-value calculated with log rank test.

### 3. Epimutations occur both with and without simultaneous changes in gene expression

We next asked whether changes in gene expression were accompanied by simultaneous changes in chromatin accessibility or 22G-RNA levels. We reasoned that simultaneous epimutations might be mechanistically linked to expression changes as outlined in the diagram (Fig 3A). To test this, we conducted a stepwise analysis of the association between chromatin-based epimutations and expression changes. We first looked at a background of all genes with annotated regulatory elements regardless of whether they had expression changes or not. The proportion of the genes which had expression changes was compared to the proportion of the genes which had chromatin-based epimutations. The overlap, in which genes had both expression changes and epimutations, was calculated (S56 Table). At this level, we found that chromatin-based epimutations rarely accompanied gene expression changes (Tests 1 & 2 in Table 1).

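Each regulatory element was assigned to the protein-coding gene with the nearest annotated transcript start. This gave 12168 genes with both expression values and elements, each counted once per lineage (36504 units). Of the 3149 units with an expression change, 782 had a chromatin-based epimutation in the same lineage and 2367 had none. Among units without an expression change, 10691 had a chromatin-based epimutation and 22664 had none (Test 1, odds ratio 0.700, 95% confidence interval 0.644 to 0.762, two-sided Fisher's exact test p = 2.1e-17). Of the alternatives tried, 5 normalized counts added in place of 1 moved this odds ratio most, to 0.799. When the comparison was made within 10 groups of genes ordered by mean expression, the common odds ratio was 0.988 (95% confidence interval 0.893 to 1.09). Within the units with expression changes, 271 of those with an inherited expression change had a chromatin-based epimutation and 798 had none, against 511 and 1569 of those with a non-inherited change (Test 2, odds ratio 1.04, 0.880 to 1.24, two-sided Fisher's exact test p = 0.632).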

**Fig 3:**
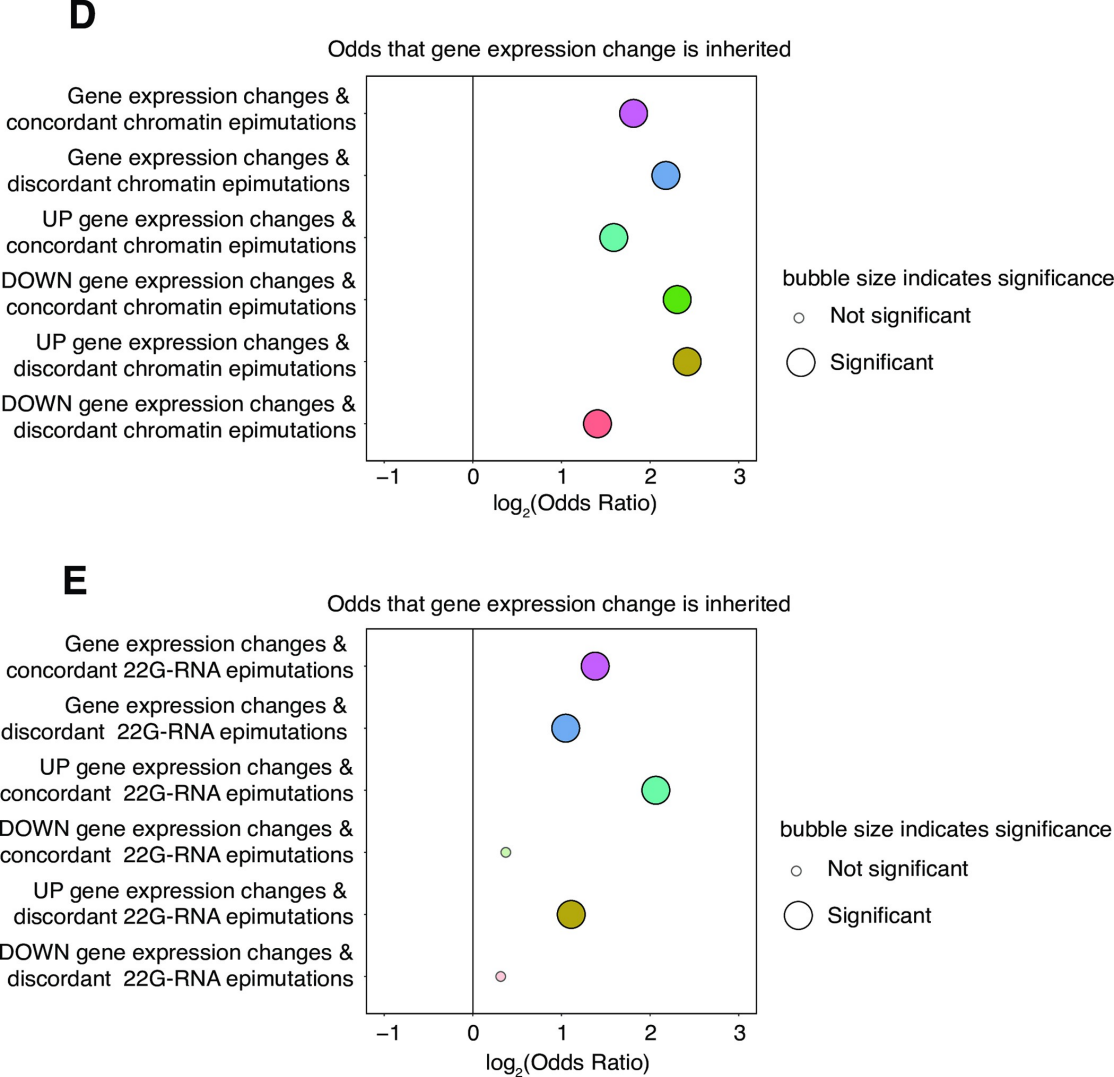
Genes with inherited expression changes are enriched for simultaneous chromatin-based epimutations. **A.** Chromatin-based epimutations which alter accessibility of regulatory elements to transcription factors (TF) and simultaneous gene expression changes may be inherited in parallel. **B.** Stacked bar-plot showing proportions of inherited (left bar) and non-inherited (right bar) gene expression changes accompanied by simultaneous chromatin-based epimutations which may themselves be inherited (pink) or non-inherited (blue). **C.** Stacked bar-plot showing proportions of inherited (left bar) and non-inherited (right bar) gene expression changes accompanied by simultaneous 22G-RNA-based epimutations which may themselves be inherited (blue) or non-inherited (beige)**. D.** Examination of concordance (simultaneous and direction matched) of gene expression changes and chromatin-based epimutations. Y-axis shows associations tested. X-axis shows log_2_(Odds) of gene expression changes within each association being inherited. Odds ratios and p-values calculated with Fisher’s Exact Test. **E.** Examination of concordance (simultaneous and direction matched) of gene expression changes and changes in 22G-RNAs. Y-axis shows associations tested. X-axis shows log_2_(Odds) of gene expression changes within each association being inherited. Odds ratios and p-values calculated with Fisher’s Exact Test. p-value cut off for significance is 0.1.

We then looked more closely within the subset of genes which had expression changes. In this background we found a strong association between inherited expression changes and simultaneous chromatin-based epimutations (Fig 3B and Tests 3 & 4 in Table 1).

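Among the units with expression changes, 181 of those with an inherited expression change had a chromatin-based epimutation in the same generation and 888 had none, against 132 and 1948 of those with a non-inherited change (Test 3, odds ratio 3.01, 95% confidence interval 2.37 to 3.81, two-sided Fisher's exact test p = 8.0e-20). Restricted to units with both kinds of change in the same lineage, 181 with an inherited expression change had a simultaneous epimutation and 90 did not, against 132 and 379 (Test 4, odds ratio 5.77, 4.17 to 7.91, p = 1.0e-28 by the same exact test). In percentages, inherited expression changes of these units were accompanied by a simultaneous inherited epimutation in 18.1% and by a simultaneous non-inherited one in 48.7%, against 8.61 and 17.2% for non-inherited expression changes. A gene whose expression is changed in more generations has more generations in which an epimutation can coincide. When the generations of the epimutations were shuffled within each gene and lineage, which keeps this, the odds ratio was 2.74 on average for Test 3 (range 2.30 to 3.40 over 100 draws, permutation p = 0.119) and 5.08 for Test 4 (range 3.52 to 7.76, permutation p = 0.158). With the lineage median as the reference the odds ratios were 1.62 and 1.97. The paper reasons from these tests that chromatin-based epimutations can occur without concurrent expression changes but tend to accompany heritable ones.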

**Table 1:** Stepwise analysis of association of gene expression changes and chromatin-based epimutations. Cells in blue indicate significantly reduced odds of association, cells in grey indicate no significant association, cells in yellow indicate significantly increased odds of association. Odds ratios and p-values calculated with Fisher’s Exact Test.

Test	Association tested	Background	Odds Ratio	p-value
**1**	Gene expression change &Chromatin epimutation	All genes	0.59	3.31x10^-40^
**2**	Inherited gene expression change & Chromatin epimutation	All genes	1.08	3.4x10^-01^
**3**	Inherited gene expression change & Simultaneous chromatin epimutation	All genes with RNA-seq changes	3.57	3.34x10^-28^
**4**	Inherited gene expression change & Simultaneous chromatin epimutation	All genes with RNA-seq changes and chromatin state changes	7.65	1.89x10^-40^

Using the equivalent stepwise approach for 22G-RNAs (S57 Table), we found that changes in 22G-RNAs mapping antisense to protein-coding genes overlapped more strongly with changes in gene expression in a background of all genes (Test 1 in Table 2), and as with chromatin, genes showing heritable changes in gene expression were significantly enriched for simultaneous 22G-RNA-based epimutations (Fig 3C, Tests 3 & 4, Table 2).

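There were 7844 genes with expression values and 22G-RNA values, or 23532 units of gene and lineage. Of the 983 units with an expression change, 339 also had a 22G-RNA-based epimutation, against 4317 of the units without an expression change, of which 18232 had none (Test 1, odds ratio 2.22, 95% confidence interval 1.94 to 2.55, two-sided Fisher's exact test p = 2.5e-28). The alternative with 5 normalized counts added gave the lowest value, 1.48. Inherited expression changes had a 22G-RNA-based epimutation at any time in 112 units and none in 200, against 227 and 444 for non-inherited changes (Test 2, odds ratio 1.10, p = 0.564, exact test). A simultaneous epimutation was present in 68 units with an inherited expression change and absent in 244, against 72 and 599 with a non-inherited change (Test 3, odds ratio 2.32, 1.61 to 3.33, exact test p = 8.4e-06). Test 4, within units with both kinds of change, gave 3.33 (2.07 to 5.28, exact test p = 4.2e-07). Simultaneous inherited epimutations accompanied 22.3% of the inherited and 10.1% of the non-inherited expression changes of these units. Shuffling the generations of the epimutations within each gene and lineage gave odds ratios of 2.97 for Test 3 (range 2.14 to 4.07) and 5.18 for Test 4 (range 2.96 to 8.55), and 95 of 100 draws were as large as the observed odds ratio in both tests (permutation p = 0.950).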

**Table 2:** Stepwise analysis of association of gene expression changes and 22G-RNA-based epimutations. Cells in grey indicate no significant association, cells in yellow indicate significantly increased odds of association. Odds ratios and p-values calculated with Fisher’s Exact Test.

Test	Association tested	Background	Odds Ratio	p-value
**1**	Gene expression change & 22G-RNA epimutation	All genes	2.06	4.42x10^-28^
**2**	Inherited gene expression change & 22G-RNA epimutation	All genes	1.1	6.04x10^-01^
**3**	Inherited gene expression change & Simultaneous 22G-RNA epimutation	All genes with RNA-seq changes	2.29	6.19x10^-07^
**4**	Inherited gene expression change & Simultaneous 22G-RNA epimutation	All genes with RNA-seq changes and 22G-RNA changes	3.55	3.56x10^-09^

Therefore, although chromatin-based epimutations may occur without concurrent expression changes, on occasions where heritable expression changes are observed, simultaneous chromatin-based epimutations tend to accompany these. Chromatin-based epimutations may produce a favourable environment for changes in gene expression to be inherited but additional factors such as 22G-RNAs may be required to ‘license’ these.

We examined whether chromatin-based epimutations occurring in the same generation (simultaneous) and in the same direction (UP/UP or DOWN/DOWN) as gene expression changes i.e. ‘concordant’ had any effect on the odds that expression changes would be inherited, compared to simultaneous but ‘discordant’ (UP/DOWN, DOWN/UP) changes. Surprisingly, we found that genes with both concordant and discordant chromatin-based epimutations were similarly enriched for inherited expression changes (Fig 3D) which was in keeping with previous findings made from 22G-RNAs described above.

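Concordant chromatin-based epimutations were found in 111 units with an inherited and 80 units with a non-inherited expression change (odds ratio 2.90, 95% confidence interval 2.15 to 3.89, two-sided Fisher's exact test p = 2.4e-12). Discordant ones were found in 86 and 54 (odds ratio 3.28, 2.31 to 4.63, exact test p = 1.4e-11), and both confidence intervals contain the other odds ratio. On the log2 scale of Fig 3D these are 1.53 and 1.71. As in Test 3, expression changed in more generations gives more chances to coincide. Shuffled epimutation generations gave a mean odds ratio of 2.74 in Test 3 and were not run for concordant and discordant epimutations. These odds ratios therefore do not by themselves show a link beyond the number of changed generations. With increased expression, the log2 odds were 1.89 for concordant (88 and 49 units) and 2.71 for discordant epimutations (67 and 21 units). With decreased expression, they were 0.54 for concordant (23 and 31 units, exact test p = 0.193) and 0.17 for discordant epimutations (19 and 33 units, exact test p = 0.768). For the concordant ones 13 of 16 settings kept this result. Their odds ratio was 2.16 with the gene as the unit (exact test p = 0.00894). It was 2.25 with the linear model on the generation 0 count, chosen after seeing the data (exact test p = 9.7e-04). With a mean count of at least 10 it was 0.846. At a cut-off of 3 the odds ratio of discordant epimutations was 1.87 (exact test p = 0.332).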

In the case of genes with simultaneous 22G-RNA-based epimutations and gene expression changes, we found that both concordant (UP/UP or DOWN/DOWN) and discordant (UP/DOWN, DOWN/UP) 22G-RNA-based epimutations were similarly enriched for inherited expression changes (Fig 3E). 

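Concordant 22G-RNA-based epimutations accompanied 42 units with an inherited and 37 with a non-inherited expression change (log2 odds 1.41, two-sided Fisher's exact test p = 4.3e-05). Discordant ones accompanied 28 and 35 (log2 odds 0.84, exact test p = 0.0349). The 95% confidence intervals of the odds ratios, 1.68 to 4.22 and 1.08 to 3.00, overlap. Shuffled epimutation generations, which gave a mean odds ratio of 2.97 in Test 3, were not run for these tests. The number of generations with changed expression may therefore account for these odds ratios too. Within increased expression the log2 odds were 1.54 for concordant and 1.31 for discordant epimutations, and within decreased expression 1.04 and 0.02, the last from 8 and 17 units. Over 15 settings, 9 kept the result for discordant epimutations with increased expression (odds ratio 0.602 to 4.87). With decreased expression, 8 kept it for concordant (0.487 to 6.17) and 11 for discordant ones (0.937 to 2.68). The last passed with the mean of the 3 generation 0 libraries (exact test p = 0.0323) and the lineage median (exact test p = 0.00139) as the reference. Leaving out 1 lineage or raising the cut-off changed the result for discordant epimutations. Their odds ratio was 1.45 without lineage A (exact test p = 0.305), 1.87 without lineage C (exact test p = 0.0596) and 0.863 at a cut-off of 3 (exact test p = 1).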

The enrichment for discordant 22G-RNA mediated epimutations was consistent with our previous observations [35] and the function of 22G-RNAs in gene silencing [55,56]

### 4. Chromatin environment affects the duration of epimutations

Previous work has shown that inherited epigenetic effects are typically short-lived. However, a small proportion of epimutations have been shown to persist over 10 or more generations [35]. 

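Of the inherited runs of expression changes, 3128 had a length of 3 generations, the shortest that 2 sampled generations can give. Lengths of 3 or 5 generations made up 74.1% of the inherited expression changes, 82.4% of the inherited chromatin-based epimutations and 80.3% of the inherited 22G-RNA-based epimutations. In the chromatin data 2001 runs, and in the 22G-RNA data 690 runs, had a length of 3.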

In agreement with these results, we found that the duration of the majority of epimutations in chromatin, 22G-RNAs and gene expression was around 3–5 generations (Fig 2B). However, some epimutations lasted considerably longer, in some cases over 10 generations. 

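A length of more than 10 generations was reached by 567 runs of expression changes (9.53% of the inherited runs), 219 chromatin-based epimutations (7.01%) and 96 22G-RNA-based epimutations (7.88%). The longest run in each data type was 19 generations, from generation 2 to generation 20. A run of this length requires each later library of a lineage to lie past the cut-off against the same generation 0 library.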

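Durations of all runs, non-inherited ones with a length of 1 included, were fitted with a random intercept per locus in lme4, and the estimates were divided into 2 clusters. The upper cluster held 799 genes for expression, 489 elements for chromatin and 167 genes for 22G-RNAs. A mixture of 2 normal distributions assigned 2041, 1747 and 617 loci to its upper component, and all loci of the upper K-means cluster were among them. With runs of at least 2 sampled generations only, the upper clusters held 370, 264 and 76 loci, and with the mean of the 3 generation 0 libraries as the reference the one for expression held 106 genes. The largest estimates for expression belonged to cyp-14A5 (chromosome V, 5421018 to 5423488, WBcel235), whose runs lasted 19, 19 and 17 generations in lineages A, B and C, F08G2.5 (chromosome II, 13832852 to 13833653; 19, 19 and 15 generations) and clec-47 (chromosome V, 15175673 to 15176324; 17, 15 and 19 generations). Counts of clec-47 in generation 0 were 0, 0.967 and 0 in lineages A, B and C. For chromatin the largest estimates belonged to elements nearest to attf-6 (chromosome I, 12806578 to 12806727), aqp-9 (chromosome I, 9603815 to 9603964) and madf-6 (chromosome I, 1014419 to 1014568), whose mean normalized counts of 16.3, 16.7 and 7.04 are low among elements (median 118). Their longest runs in lineages A, B and C were 3, 19 and 11 generations for attf-6, 19, 11 and 1 for aqp-9 and 15, 19 and 1 for madf-6. The runs of 19 generations rest on generation 0 counts of 5.57, 0 and 2.23. For 22G-RNAs the largest estimates belonged to eat-16, fbxa-61 and R186.1. Of the 451 genes in the paper's list of long-lived expression changes, 347 were in the upper cluster here, and of the 95 genes of its 22G-RNA list that were found by name, 72 were. Of the 341 entries of its chromatin list 0 could be matched, so the overlap for chromatin is not known.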

We used K-means clustering with two clusters to identify a subset of loci that were subject to long-lived epimutations (Methods; S3A–S3C Fig) and showed that these strongly overlapped with loci derived by fitting the distribution to two normal distributions (Methods; S3D–S3F Fig). We compared these to heritable changes that were not in the long-lived set, which comprised loci with “short-lived” changes, and other loci that showed changes which were non-inherited. We examined the chromatin environments of these sets of genes.

Genes with expression changes and 22G-RNA-based epimutations were enriched in Regulated domains (marked by H3K27me3) and depleted from Active domains marked by H3K36me3 [39] (Fig 4A and 4C). The X chromosome, which is subject to H4K20 methylation as a result of dosage compensation and does not show high levels of either H3K27me3 or H3K36me3 [57–59], was also enriched for both non-inherited and heritable short-lived 22G-RNA-based epimutations (Fig 4C).

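Of the genes with antisense 22G-RNAs that could be placed on a chromosome, 711 lie on the X chromosome and 7135 elsewhere. The X chromosome held 288 of the genes without 22G-RNA changes and 4518 such genes lay elsewhere. It held 298 genes with non-inherited changes, against 1935 elsewhere (log2 odds 1.27, two-sided Fisher's exact test with Bonferroni correction over 3 classes, p = 3.9e-23), and 108 genes with short-lived changes, against 542 elsewhere (log2 odds 1.64, exact test p = 9.8e-18). Long-lived changes were found in 17 genes of the X chromosome and 140 elsewhere (log2 odds 0.93, exact test p = 0.0775). The median mean count was 10.7 for X-linked and 23.9 for other genes. For 22G-RNA-based epimutations of any class, the common odds ratio within 10 groups of genes ordered by mean count was 1.68 (95% confidence interval 1.38 to 2.06), against 2.54 without this adjustment. Among the alternatives, the log2 odds of non-inherited changes was lowest with 5 normalized counts added, at 0.88. At the threshold of 0.05 used here, which is stricter than that of Fig 4, the long-lived class did not pass. It passed that threshold with a cut-off of 2 (log2 odds 1.33, exact test p = 2.4e-04), the lineage median as the reference (log2 odds 1.33, exact test p = 1.6e-08), TMM scaling (log2 odds 0.97, exact test p = 0.0469) and without lineage A (log2 odds 1.04, exact test p = 0.0338), and with the linear model on the generation 0 count, chosen after seeing the data (log2 odds 1.05, exact test p = 0.0125).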

**Fig 4:**
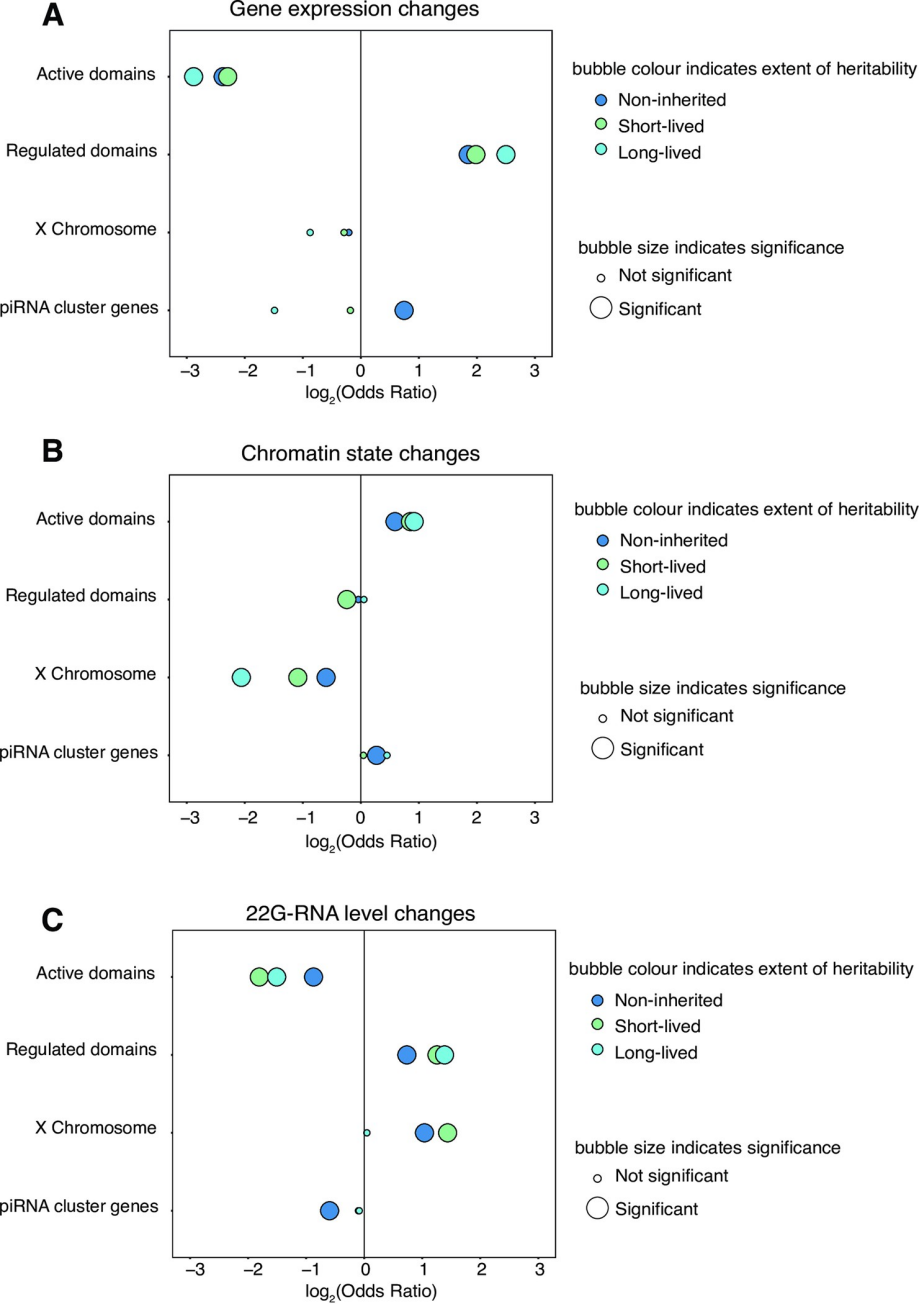
Enrichment of gene expression changes and epimutations in different constitutive chromatin domains. **A.** Bubble plot showing distribution of non-inherited (dark blue), short-lived (light green) and long-lived (light blue) gene expression changes in distinct chromatin domains. **B.** Bubble plot showing distribution of non-inherited, short-lived and long-lived chromatin-based epimutations in distinct chromatin domains. **C.** Bubble plot showing distribution of non-inherited, short-lived and long-lived 22G-RNA-based epimutations in distinct chromatin domains. For all plots, Y-axis shows constitutive chromatin domains investigated. X-axis shows log_2_(Odds) of enrichment. Odds ratios and p-values calculated with Fisher’s Exact Test with Bonferroni correction. p-value cut off for significance is 0.1.

Contrastingly, chromatin-based epimutations, regardless of duration, were enriched in Active domains (Fig 4B). Interestingly, we noticed that piRNA clusters, which occupy two broad regions on chromosome IV [60–62] were enriched for non-inherited chromatin-based epimutations (Fig 4B). This was surprising because piRNAs are predominantly produced from H3K27me3-marked regions [63]. Indeed, the proportion of chromatin epimutations in the piRNA clusters compared to the wider genome was greater than that of 22G-RNA-based epimutations and gene expression changes (S4 Fig). 

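piRNAs are 21U-RNAs bound by the PIWI protein PRG-1. From the 14714 piRNA genes that Ensembl places on chromosome IV, clusters were bounded by windows of 100 kilobases with at least 20 piRNA genes, joined over gaps of up to 500 kilobases. This gave a region from 4813581 to 6998252 with 2807 piRNA genes and one from 13543927 to 17267446 with 11534. Of the elements without chromatin changes, 710 lay in the clusters and 21300 outside. Elements with non-inherited changes numbered 319 inside and 7118 outside (log2 odds 0.43, two-sided Fisher's exact test with Bonferroni correction over 3 classes, p = 7.8e-05). Short-lived changes gave 75 and 1607 (log2 odds 0.49, exact test p = 0.0263), and long-lived changes 19 and 470 (log2 odds 0.28, exact test p = 1). The enrichment of non-inherited changes was weakest with the mean of the 3 generation 0 libraries as the reference (log2 odds 0.19, exact test p = 0.154) and at a cut-off of 3 (log2 odds 0.29, exact test p = 0.141). The enrichment of short-lived changes passed the threshold over the 3 lineages but not when any 1 of them was left out, where its log2 odds lay between 0.32 and 0.42.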

Stratification of epimutations by whether they were UP or DOWN did not affect the overall trends, suggesting that both directions contribute to the enrichments observed for all types of epimutation analysed (S5 Fig).

In previous work we investigated stability of 22G-RNA-based epimutations targeting genes associated with different small RNA pathways [35]. We showed that epimutations targeting the CSR-1 pathway, which is associated with gene activation [64], were unstable and short-lived, while those targeting the WAGO-1 pathway, which drives gene silencing [55], were highly stable, at times persisting beyond 10 generations. Having identified 22G-RNA-based epimutations with differing durations in this work, we then checked for differential associations with various small RNA pathways. We found the same enrichment pattern as in our previous work. Targets of non-inherited 22G-RNA-based epimutations strongly overlapped with CSR-1 pathway targets while targets of long-lived 22G-RNA-based epimutations strongly overlapped with WAGO-1 pathway targets (S6 Fig). Epimutations targeting both activating and silencing small RNA pathways is a possible explanation for why gene expression changes were similarly enriched for both concordant and discordant 22G-RNA-based epimutations (Fig 3E).

### 5. Long-lived epigenetic changes arise in genes functioning in adaptive responses

We next investigated whether epimutated genes with different durations of inheritance were enriched for particular biological functions. Genes with significantly long-lived expression changes were enriched for ontology terms relating to defence responses against bacteria and radiation (Fig 5A). This hints at a role in potentially adaptive processes [65] Compared to non-inherited and short-lived categories, long-lived chromatin-based epimutations at regulatory elements were strongly enriched across an array of pathways (Fig 5B), including regulation of defence response to bacterium. This finding is surprising given the previous observation (Fig 4A and 4B) that gene expression changes and chromatin epimutations are predominantly in distinct chromatin domains. Additionally, we were interested to see enrichment in germ-line stabilising SET domain pathways [66], and other pathways involving translation, protein localization and development. This supports the notion that chromatin-based epimutations establish conducive environments for heritable expression changes to occur which may have wide ranging phenotype effects. Genes with long-lived 22G-RNA mediated epimutations, however, did not show enrichment for terms relating to bacterial defence responses (Fig 5C).

**Fig 5:**
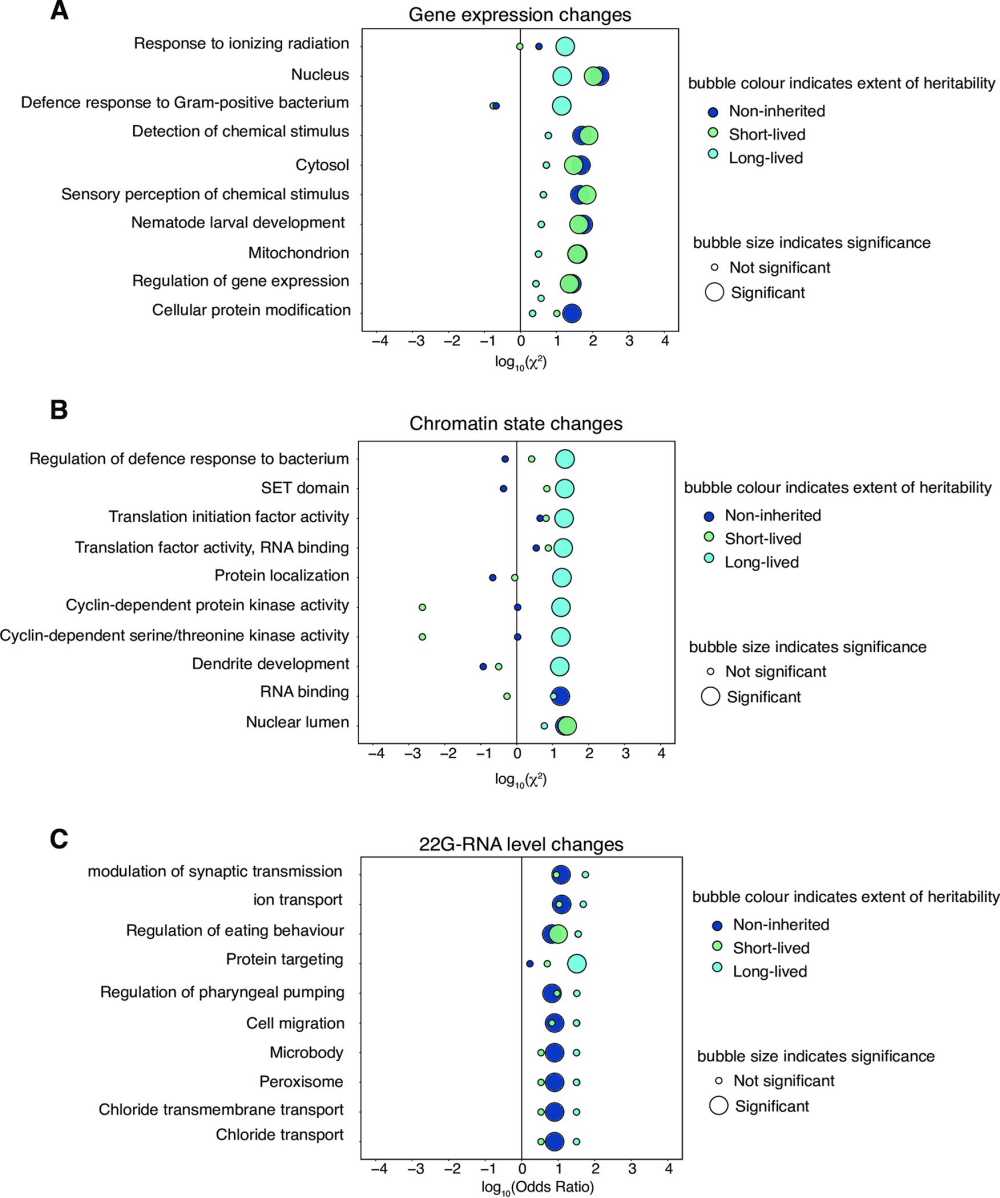
Genes with long-lived epigenetic changes are enriched for nematode defence functions. **A.** Bubble plot showing ontology term enrichment of genes with non-inherited (dark blue), short-lived (light green) and long-lived (light blue) expression changes compared to genes without expression changes. Enrichment calculated with *χ*-squared test, top 10 results shown. X-axis shows log_10_(*χ*) for enrichment. Y-axis shows ontology terms. **B.** Bubble plot showing ontology term enrichment of regulatory element loci with long-lived, short-lived and non-inherited chromatin-based epimutations compared to genes without chromatin-based epimutations. Enrichment calculated with *χ*-squared test, top 10 results shown. X-axis shows log_10_(*χ*) for enrichment. Y-axis shows ontology terms. **C.** Bubble plot showing ontology term enrichment of genes with long-lived, short-lived and non-inherited 22G-RNA-based epimutations compared to genes without 22G-RNA-based epimutations. Enrichment calculated using Fisher’s Exact Test with Bonferroni correction, top 10 results shown. X-axis shows log_10_(Odds) of enrichment. Y-axis shows ontology terms. For all plots, p-value cut off for significance is 0.1.

We performed an ontology enrichment analysis of the set of genes that had inherited expression changes and simultaneous chromatin epimutations compared to genes which had non-inherited gene expression changes and simultaneous chromatin epimutations. Interestingly, this gene set was enriched for genes implicated in bacterial defence functions (S7 Fig).

### 6. Four P-glycoprotein genes are in a potential operon and have expression changes which may be explained by simultaneous 22G-RNA-based epimutations

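P-glycoproteins are transporters of the ATP-binding cassette family that carry foreign compounds out of cells. pgp-5 (WBGene00003999), pgp-8 (WBGene00004002), pgp-7 (WBGene00004001) and pgp-6 (WBGene00004000) lie in this order on the minus strand of the X chromosome of WBcel235, from 10854216, 10859301, 10865347 and 10871181 to 10859297, 10864422, 10870237 and 10876301. The estimated effect on the duration of expression changes was 4.56 generations for pgp-5 and pgp-6, 3.53 for pgp-8 and 2.51 for pgp-7, against a boundary of 0.795 between the clusters. With the lineage median as the reference, 0 of the 112 values of these genes were UP and 9 were DOWN. A lasting increase moves that median with it, so this count decides nothing.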

Amongst genes with long-lived changes in expression, we identified 4 P-glycoprotein (*pgp*) genes. This was particularly interesting as PGP proteins have key functions in defence against xenobiotics, including a key role in drug resistance both in humans and nematodes [67–69]. 

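In lineage A, expression of pgp-5, pgp-6, pgp-7 and pgp-8 was UP in 9 of 10 later libraries, and each gene had a run of 17 generations. The longest runs were 9, 9, 5 and 9 generations in lineage B and 17, 17, 9 and 9 in lineage C. Over the 3 lineages 92 of 112 values were UP and 0 were DOWN. None of the 3 lineages was past the cut-off in generation 2, where the mean Z-score of the 4 genes was 0.79 in A, 0.60 in B and -0.22 in C. In the next sampled generation, 4 in A and C and 6 in B, it was 2.58, 2.54 and 2.76.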

*Pgp* genes 5, 6, 7 and 8 had long-lived epigenetic changes in all three lineages. The expression patterns for the 4 *pgp* genes were strongly similar within each lineage (Fig 6A and 6B). 

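Across the generations of a lineage, the Z-scores of each pair of the 4 genes were correlated with Pearson's r between 0.766 and 0.997 in lineage A, 0.852 and 0.996 in lineage B and 0.888 and 0.999 in lineage C. These r values come from 6 pairs of genes over 10, 9 and 9 generations, which are ordered in time and not independent, and no p was computed for them. The mean Z-score of the 4 genes was highest in generation 12 in lineage A (4.11) and in generation 16 in lineages B (3.05) and C (3.74).

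**Figure D2:**
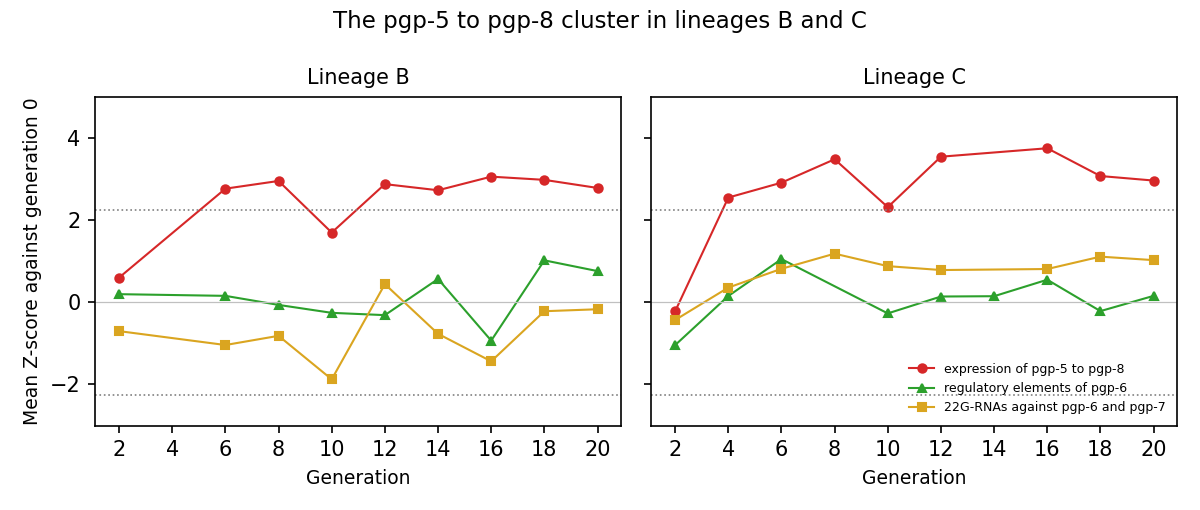
Mean Z-score against generation 0 (vertical axis) by generation (horizontal axis) in lineages B and C for the expression of pgp-5 to pgp-8 (red circles), the 3 regulatory elements of pgp-6 (green triangles) and the 22G-RNAs against pgp-6 and pgp-7 (yellow squares). Dotted lines mark 2.25 and -2.25, and each point is a mean over the genes or elements of 1 library. Expression rises from 0.60 in B and -0.22 in C at generation 2 to 2.76 and 2.54 in the next sampled generation.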

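In generation 0 the normalized counts were 135 ± 44.8 for pgp-5, 492 ± 110 for pgp-6, 199 ± 43.7 for pgp-7 and 21.3 ± 3.40 for pgp-8 (SD, n = 3 lineages). Over the 28 later libraries they were 1394 ± 792, 3238 ± 1443, 1340 ± 595 and 180 ± 89.1 (SD). The log2 fold change between later generations and generation 0, from limma with lineage as a block, was 2.96 (standard error 0.89, adjusted p = 0.00958) for pgp-5 and 2.54 (0.51, adjusted p = 3.0e-04) for pgp-6. For pgp-7 limma gave 2.57 (0.51, adjusted p = 2.7e-04) and for pgp-8 2.84 (0.47, adjusted p = 3.1e-05). pgp-5 no longer passed the threshold without lineage A (limma adjusted p = 0.0629) or B (0.0515). These genes were among 6626 of 16714 genes past an adjusted p of 0.05 in this comparison, 2961 higher and 3665 lower in later generations. The comparison rests on 1 generation 0 library per lineage, and without lineage B or C it gave 3725 and 3743 genes.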

The fact that *pgp* expression was most often increased relative to the parental lineage could be due to chance, but it could also suggest that this might reflect an unstable epimutation that occurred in the population prior to the onset of the experiment. The organisation of *pgp* genes 5, 6, 7 & 8 in a 4 gene cluster has been described previously [70] but this cluster has not been annotated as an operon [71].

**Fig 6:**
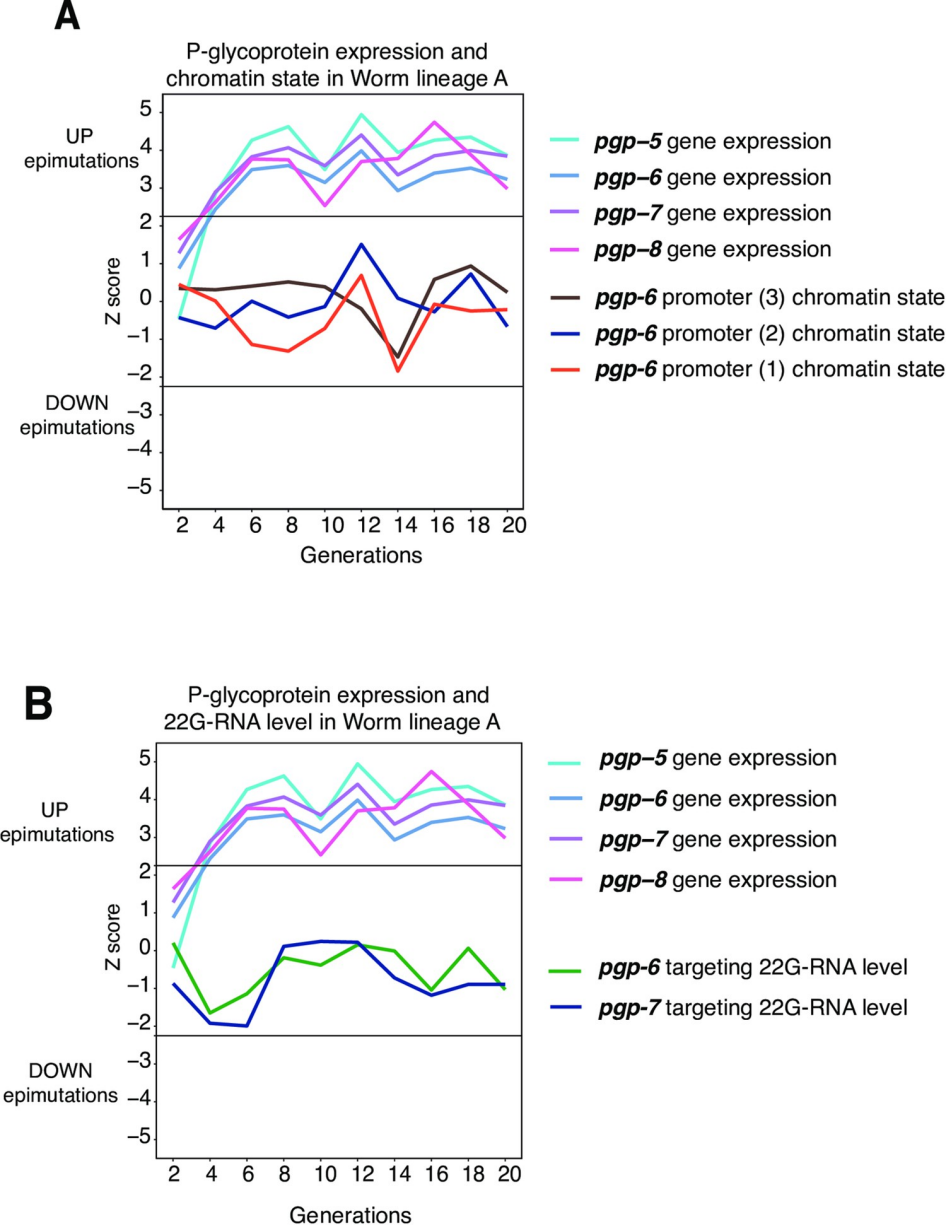
A four gene cluster of P-glycoprotein genes has long-lived RNA-seq changes and may be co-regulated. **A.** Chromatin states of three *pgp-6* promoters and *pgp-5*, *pgp-6*, *pgp-7*, *pgp-8* gene expression trends over 20 generations in Lineage A. Generational time points on X-axis. Z-score for epimutation status shown on Y-axis with 0 equivalent to PMA state. Horizontal thresholds indicate Z-score cut-offs; > 2.25 = UP epimutation, < - 2.25 = DOWN epimutation. **B.** Levels of 22G-RNAs targeting *pgp-6* and *pgp-7* over 20 generations in Lineage A. Generational time points on X-axis. Z-score for epimutation status shown on Y-axis with 0 equivalent to PMA state. Horizontal thresholds indicate Z-score cut-offs; > 2.25 = UP epimutation, < - 2.25 = DOWN epimutation.

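The elements whose nearest transcript start is that of pgp-6 lie at 10876305 to 10876454, 10877291 to 10877440 and 10877547 to 10877696 of the X chromosome. Their normalized counts were 53.3 ± 8.09, 81.0 ± 8.50 and 63.4 ± 8.43 in generation 0 (SD, n = 3 lineages) and 60.8 ± 15.4, 81.6 ± 15.3 and 72.9 ± 16.8 in later generations (SD, n = 28). No value of these elements passed the cut-off, and their mean Z-score ranged from -0.98 to 0.78 in lineage A, from -0.93 to 1.02 in B and from -1.04 to 1.05 in C. The mean Z-score of the elements and of the expression of the 4 pgp genes had Pearson's r = 0.04 in lineage A (permutation p = 0.887, Spearman's rho 0.19, p = 0.608) and 0.01 in lineage B (permutation p = 0.973, rho -0.18, p = 0.643). In lineage C r was 0.76 over 8 generations (permutation p = 0.0430, rho 0.52, p = 0.196). Without the 2 generations farthest from the median of the elements, r was -0.16, 0.11 and 0.69. After Benjamini-Hochberg adjustment over the 6 correlations of expression with chromatin or 22G-RNAs, the lowest permutation p was 0.129. Generations of 1 lineage follow each other and are not independent. These values cover the elements of pgp-6 only. Elements nearest to pgp-8 passed the cut-off in 4 later libraries, and those nearest to pgp-5 and pgp-7 in 0.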

Although not matching the threshold for epimutations, we observed that chromatin activity at the three regulatory elements for *pgp-*6 appeared to broadly track with some of the changes in gene expression for *pgp* genes 5, 6, 7, and 8 (Fig 6A). We wondered whether the genome-wide threshold for qualifying a chromatin state change as an epimutation under-estimated the extent of changes in the setting of the X chromosome due to its unique chromatin environment [59]. To address this, we derived Z-scores for X chromosome gene expression and chromatin state change loci using the same method as before but restricting the distribution of data points to those only derived from the X chromosome in order to produce X chromosome-specific Z-scores. However, the effect of adjusting for the specific context of the X chromosome was minimal (S8 Fig). 

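With Z-scores computed from loci of the X chromosome only, the correlation of the pgp-6 elements with pgp expression was 0.07 in lineage A, 0.08 in lineage B and 0.75 in lineage C, and the lowest adjusted permutation p over the 6 correlations was 0.193.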

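In lineage A, the normalized counts of 22G-RNAs were 7.72 against pgp-6 and 10.8 against pgp-7 in generation 0 and 9.31 and 6.83 in generation 2. In generation 4, the first generation with increased pgp expression, both were 0. The small RNA library of that generation holds 106897 reads, the fewest of all, and at the generation 0 level it would hold 1.04 reads against pgp-6 and 1.46 against pgp-7. A count of 0 there allows up to 3 reads, or 22.2 normalized counts, so a decline was not detectable in this library at its depth. In generation 6, from a library of 1147689 reads, 6 reads were counted against pgp-6 and 5 against pgp-7, where 10.7 and 14.9 would be expected at the generation 0 level. No value in lineage A passed the cut-off, and the mean Z-scores in generations 2, 4 and 6 were -0.25, -1.54 and -1.39. In lineage B the mean Z-score was -0.70 in generation 2 and lowest, at -1.88, in generation 10, where 22G-RNAs against pgp-6 were DOWN (2 reads, Z-score -2.89) and the mean Z-score of pgp expression was 1.69, its lowest after generation 2, and in lineage C it was lowest in generation 2 (-0.43) and rose to 1.18 in generation 8. Such limits cover counting error only.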

Interestingly, when we examined the behaviour of 22G-RNA-based epimutations targeting genes within the putative *pgp* operon, a steep decline in 22G-RNAs occurred at precisely at the same time as the initial steep increase in gene expression (Fig 6B). In subsequent generations, the fluctuations in chromatin state changes appeared to correlate with gene expression changes (Fig 6A). However, it is important to note that neither the 22G-RNAs nor changes in chromatin correlate strongly with gene expression changes, suggesting that additional regulatory factors may be involved in regulating the heritable changes in gene expression that we observed at these loci.

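Between the 22G-RNAs against pgp-6 and pgp-7 and the expression of the 4 pgp genes, Pearson's r was 0.07 in lineage A (10 generations, permutation p = 0.863, Spearman's rho 0.32, p = 0.368), 0.26 in lineage B (9 generations, permutation p = 0.487, rho 0.10, p = 0.810) and 0.87 in lineage C (9 generations, permutation p = 0.0240, rho 0.33, p = 0.386). In lineage C the 22G-RNAs moved in the same direction as expression. That relation rests on generations 2 and 4, without which r was -0.02. Without the 2 generations farthest from the median of the 22G-RNAs, r was 0.02 in lineage A and -0.07 in lineage B. The paper proposes that additional regulatory factors may take part in the heritable changes at these loci.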

## Discussion

Here we have demonstrated that epimutations arise at the level of chromatin during long-term propagation of *C*. *elegans* under conditions of relaxed selection. These epimutations are heritable, and, in some cases, correspond to changes in gene expression. This expands our previous work demonstrating that 22G-RNA levels are subject to spontaneous short-lived epimutations in *C*. *elegans* [35] It also fits with recent results showing that short-term heritable variation in metabolite levels occurs in C. elegans lines propagated with limited population size [36]. Additionally, we show that epimutated genes display biased localisation across chromatin domains, and are enriched for genes with particular functional characteristics. Below, we discuss the implications of our findings for our understanding of the mechanism of epimutation formation and the potential consequences for evolutionary processes occurring within populations.

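For gene expression, 5948 of 24611 runs (24.2%) covered at least 2 sampled generations, after the removal of 357 runs shared by the 3 lineages. Changes lay in 9025 genes, of which 3709 had an inherited change. Re-assortment among genes changed at least once in a lineage gave 11.7% on average and 12.2% at most (one-sided permutation p = 0.001, the smallest that 1000 draws can give). With the lineage median as the reference, which removes long runs by construction, the excess of 12.5 percentage points fell to 2.82. In the real order of the generations, with shared runs kept, the share was 23.9%, and shuffled orders gave 24.2% on average, with a central 95% of 23.0 to 25.4 (one-sided permutation p = 0.719).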

Our data shows clearly that spontaneous changes in gene expression arise during long-term propagation of *C*. *elegans* lineages. These changes are mostly short-lived, although occasionally long-lived epimutations appearing in more than 10 consecutive generations were observed. 

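Among genes with both expression and 22G-RNA values there were 312 units of gene and lineage with an inherited expression change, and 68 of them (21.8%) had a 22G-RNA-based epimutation in a generation with changed expression. The share varied from 7.37% at a cut-off of 3 to 31.4% at a cut-off of 2. Which genes form the denominator of the paper's value is not stated in its text.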

Changes in 22G-RNAs may account for around 26% of the heritable changes. Although significantly greater than expected by chance, changes in chromatin accessibility explain only around 12% of the remaining heritable changes. 

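Of the units with an inherited expression change, 22G-RNA values and no simultaneous 22G-RNA-based epimutation, 120 had a regulatory element assigned to the gene, and 20 of these (16.7%) had a simultaneous chromatin-based epimutation. This share was lowest at a cut-off of 3, at 3.92%, and highest at a cut-off of 2, at 26.0%.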

Interestingly, we also observe many changes in chromatin accessibility at regulatory elements that do not correspond to changes in the expression of nearby genes. Thus, changes in chromatin accessibility are to some extent decoupled from gene expression changes [72,73]. We note that in some cases this might reflect the fact that subtle changes, not sufficient to qualify as an epimutation, may be responsible- indeed we observed potential evidence for such changes at clustered *pgp* gene loci (Fig 6). Nevertheless, it seems likely that considerable changes in chromatin accessibility, which are heritable trans-generationally, can occur without changes in gene expression. Potentially the redundant structure of gene expression regulation in metazoans, whereby several regulatory elements combine to regulate each gene [74,75] could mean that spontaneous changes in one regulatory element are rarely sufficient for gene expression changes to follow. The fact that we find both concordant and discordant changes in chromatin and gene expression further emphasises that the coupling between chromatin accessibility and gene expression can be complex [73].

As we used ATAC-seq to map changes in chromatin accessibility, we are unable to determine the precise molecular events that occur during initiation or propagation of chromatin-based epimutations. However, the ability of the changes we detect to be sustained over multiple generations without obvious changes in transcription are consistent with the proposal that histone modifications can be transmitted by the ability of histone modifying enzymes to recognise the modifications that they themselves introduce [76]. Further investigation using ChIP-seq to identify changes in candidate histone modifications will be required to decipher the histone modifications involved and suggest possible modes of propagation.

An important remaining question is what underpins the remainder of the heritable changes in gene expression that cannot be explained by changes in chromatin or 22G-RNAs. It is possible that chromatin changes affecting specific histone modifications might not manifest as changes in ATAC-seq signal despite being linked to local changes in gene expression. Although *C*. *elegans* does not have cytosine DNA methylation [77] and no mechanism to transmit adenine DNA methylation is known [78], other sources of epigenetic information might be important, including prions and modifications to RNA molecules. Another interesting possibility is that RNA itself could act as an epigenetic signal. Random accumulation of additional mRNA molecules due to aberrant transcription during germ cell development might be sufficient to trigger a long-term propagation of a gene expression change, due to the ability of maternally deposited RNAs to “licence” subsequent expression [79].

An important controversy in the field of epigenetic inheritance is whether epigenetic variation produces phenotype variation that could be subject to selection [5,10]. Here we have shown that long-lived epigenetic changes arise in genes with key roles in xenobiotic detoxification. Long-lived chromatin-based epimutations also occurred in regulatory elements acting on xenobiotic response genes (Table 3). These genes showed different changes in different lineages and epimutations in these genes occurred at different time points within individual lineages. This suggests that these epimutations occur spontaneously even under stable environmental conditions, although it remains possible that small, environmental fluctuations outside of our control may be responsible for some of these alterations.

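All 13 genes that Table 3 lists for long-lived expression changes were in the upper K-means cluster for expression. Their expression changes were inherited in all 3 lineages for 8 genes, in 2 lineages for 3 genes and in 1 lineage for 2 genes. Where these genes changed, 9 were UP only and 4 were DOWN only, in every lineage. The 4 are ugt-8, cyp-35A1, cyp-35A4 and cyp-35B2, of which cyp-35B2 had a normalized count of 44.7 ± 21.5 in generation 0 (SD, n = 3) and 4.67 ± 7.13 in later generations (SD, n = 28). Of the 9 genes listed for chromatin, 8 had an element in the upper cluster. Chromatin changes of the 9 genes were inherited in 3 lineages for 1 gene, in 2 lineages for 2 and in 1 lineage for 6. They were UP only for 5 genes, DOWN only for 0 and in both directions for 4. The element at 19673375 to 19673524 of chromosome V nearest to mrp-7 was UP in 21 of 28 later libraries, with a normalized count of 6.25 ± 3.09 in generation 0 (SD, n = 3) and 19.5 ± 6.87 later (SD, n = 28). The elements of the ninth gene, mrp-8, had inherited changes of at most 7 generations and were short-lived. 22G-RNAs against ugt-52, the gene listed for 22G-RNAs, were DOWN in 14 of 28 later libraries and long-lived. Their normalized count was 11.0 ± 3.42 in generation 0 (SD, n = 3) and 2.81 ± 2.26 later (SD, n = 28).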

**Table 3:** Four gene families with critical roles in xenobiotic defence have long-lived epimutations. Xenobiotic defence genes are represented in the subset of genes with long-lived expression changes and long-lived chromatin-based epimutations but only one such gene had long-lived 22G-RNA-based epimutations.

Gene family	Function in xenobiotic defence	With long-lived expression changes	With long-lived chromatin epimutations	With long-lived 22G-RNA epimutations
***nhr***	Nuclear Hormone Receptors are transcription factors which regulate xenobiotic response [68,69].	*nhr-165* *nhr-81*	*nhr-41* *nhr-19* *nhr-203* *nhr-170*	
***cyp***	Cytochrome P450 enzymes are active in phase 1 of xenobiotic detoxification [68].	*cyp-14A5* *cyp-35A1* *cyp-35A4* *cyp-35B2*	*cyp-29A3* *cyp-33C9*	
***ugt***	UDP-glucuronosyltransferases mediate conjugation of drugs and pollutants, to glucuronic acid for removal. [65].	*ugt-26* *ugt-8*	*ugt-64*	*ugt-52*
***mrp/pgp***	Multidrug resistance protein and P-glycoprotein are subsets of the ABC transporter family which export inactivated xenobiotics [80].	*pgp-5* *pgp-6* *pgp-7* *pgp-8* *pgp-11*	*mrp-7* *mrp-8*	

Epimutations arising in these genes in stable environments could generate diversity in xenobiotic response profiles within a population. 

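Families were collected by gene name from the RNA-seq values. Over the 28 later libraries, 115 of 392 values of 14 pgp genes (29.3%) passed the cut-off, 110 of them UP. Of these, 92 values, all UP, come from pgp-5 to pgp-8, and the other 10 pgp genes gave 23 of 280 values (8.21%), 18 UP and 5 DOWN. The shares were 221 of 2072 values of 74 cyp genes (10.7%; 60 UP and 161 DOWN), 279 of 7504 values of 268 nhr genes (3.72%; 180 UP and 99 DOWN) and 64 of 1848 values of 66 ugt genes (3.46%; 30 UP and 34 DOWN). Over all protein-coding genes 4.07% of values passed, and the nhr and ugt shares lie below this general one with the settings used here. Over the alternatives the ugt share lay between 1.08 and 10.7% and the nhr share between 1.28 and 4.84%. This order may therefore not hold in every setting. The shares are also not matched for counts. Genes with a mean count under 10 held 77.3% of all expression values past the cut-off, and 51 nhr and 3 ugt genes have such a mean. A share below the general one therefore does not show that a family changes less than genes of similar counts. Values past the cut-off came from 8 pgp, 30 cyp, 51 nhr and 10 ugt genes. Of the 364 values of 13 ribosomal protein genes used as housekeeping genes, 0 passed, which allows a share of up to 0.824%. Against these, two-sided Fisher's exact tests gave p = 1.9e-37 for pgp, 7.1e-17 for cyp, 3.0e-06 for nhr and 1.8e-05 for ugt, in which the repeated values of a gene are taken as independent. With the settings used here, nhr and ugt genes pass as well, with shares below the unmatched one of protein-coding genes in general. These p therefore reflect the absence of calls in the housekeeping genes and do not by themselves show an excess in a family. The housekeeping genes are the most abundant, with a median mean count of 22014, against 564 for pgp, 101 for cyp, 248 for nhr and 268 for ugt genes. The pgp share moved most with the lineage median as the reference, to 6.38%, but a lasting increase moves that median with it. The ugt share of 1.08% at a cut-off of 3 no longer passed the threshold (exact test p = 0.0612).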

Xenobiotic defence gene families (Table 3) show a marked propensity for significant up and down fluctuations in expression over 20 generations while no such fluctuations are seen in a set of known housekeeping genes [81] (S9 Fig). Such fluctuations are reminiscent of a ‘bet hedging strategy’ whereby offspring have mixed fitness under different conditions. Stochastic and long-lived epimutations might enable epigenetic ‘anticipation’ of many possible environments [82,83]. The short-lived nature of epimutations may enable populations to partially adapt to environmental stress before adaptive genetic mutations have had time to emerge [5,10]. Further work is required to determine if innate epimutations could be subject to selection, and subsequently if epigenetically driven phenotypes become genomically encoded, through the effect of ‘genetic takeover’ [5,84].

Under conditions of xenobiotic stress, the propagation of pre-existing epimutations which are now advantageous in this setting is enhanced due to selection. On removal of the stressor, epimutations no longer provide a survival advantage, or indeed may be detrimental. Selection then ceases to drive propagation of the epimutation (Fig 7). Alternatively, the mechanism of epimutation inheritance itself may become more robust under stress, for example due to enhanced ‘self-templating’ of the epimutation [76], leading to population expansion of an epimutation which may or may not have adaptive benefit. Enhanced heritability returns to baseline when the stressor is removed. Either or both of these mechanisms might enable epimutations to contribute to adaptation to xenobiotic stress. It will be intriguing to test whether this occurs in nematode populations exposed to stress conditions.

**Fig 7:**
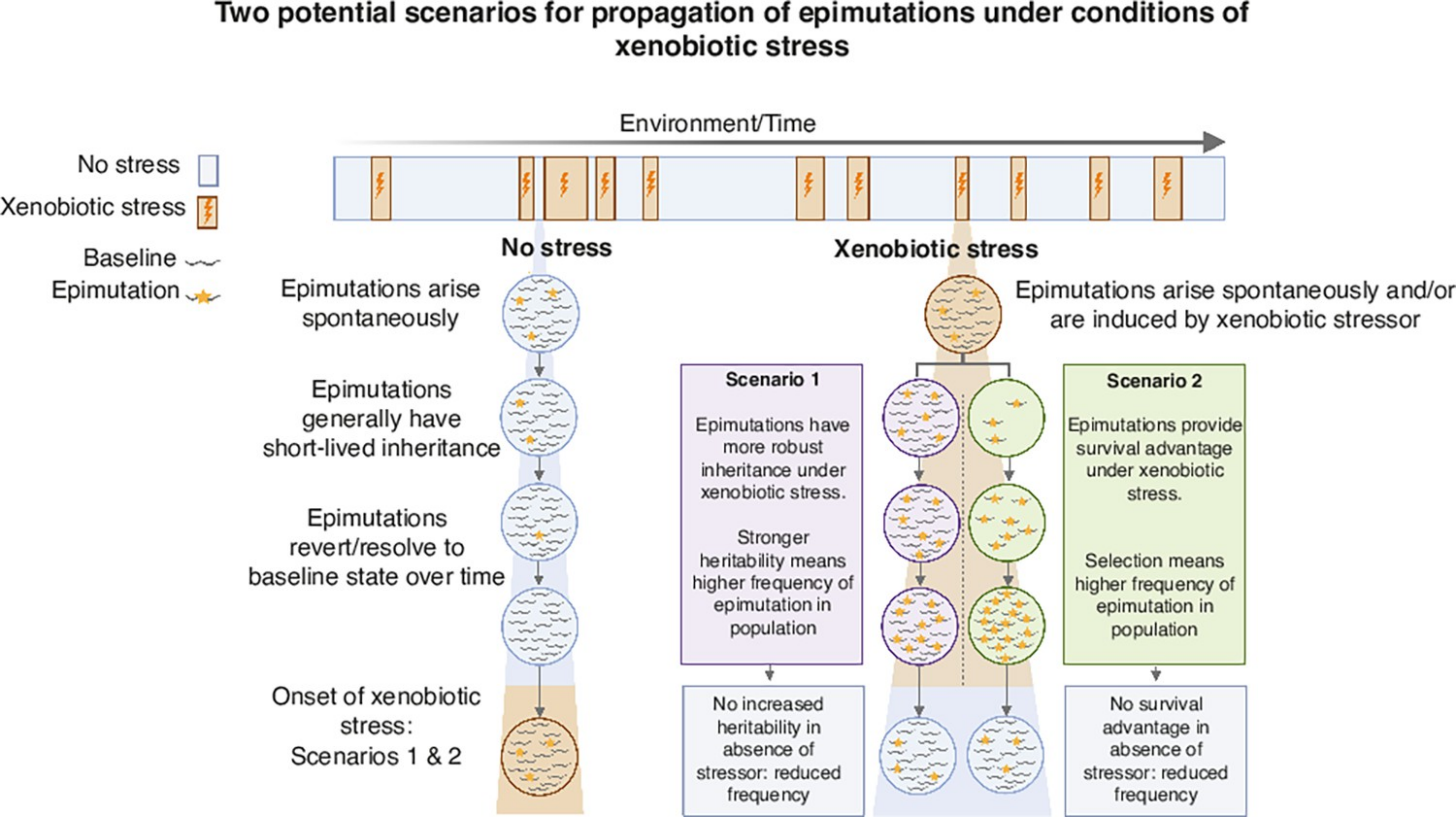
Two potential mechanisms for propagation of spontaneous epimutations under xenobiotic stress. We propose two scenarios whereby epimutations may be propagated with short term reversibility under conditions of xenobiotic stress and the potential for adaptive consequences.

## Methods

### Construction of mutation accumulation lines

*Caenorhabditis elegans* N2 worms were grown at 20°C in a temperature-controlled incubator with time out of the incubator kept to a minimum. Worms were grown on Nematode Growth Medium (NGM) plates with an OP50 *E*. *coli* lawn. The use of Mutation Accumulation (MA) lines has been described previously [52]. MA lines are produced by restricting the effective population size by selecting the minimal number of individuals required to found each successive generation. Trial studies confirmed that in order to have sufficient embryo material for ATAC-seq, two worms were required to found each new generation. Each of three independent lineages (A, B & C) was therefore founded by picking two N2 L4 hermaphrodite worms from an expanded population. On day 4, two L4 hermaphrodite worms were picked from the founder plate (pre-mutation accumulation, or generation zero) to a new plate to produce the subsequent generation. On day 5, embryos were collected from the original plate. Lineages were propagated in this way for 20 generations. Embryos were collected at generation zero and then at alternate even numbered generations; 0, 2, 4, 6, 8, 10, 12, 14, 16, 18, 20. For embryo collection, worms and embryos were washed off plates into 15 ml falcon tubes with 0.1% Triton X. Plates were washed repeatedly to maximise collection of worms and embryos. The falcon tubes were centrifuged at 2000 RPM for 1 minute and the supernatant removed. Remaining embryos on the washed plates were loosened from agar by spraying 0.1% Triton X with the pipette angled against the plate. The volume of liquid containing additional washed off embryos was added to the worm pellet. Three further washes of the pellet were performed until the supernatant was clear to ensure that OP50 bacteria had been removed. Bleaching whole worms destroys the worm, leaving embryos intact. This meant that only embryonic material was retained for epigenetic and RNA-seq analysis. Worms were bleached with hypochlorite treatment in which 5.5 ml of bleach was added to each sample. Samples were vortexed continuously for 5 minutes with intermittent checking to ensure worm carcasses were dissolving and to avoid over exposure of embryos to bleach. Bleach was washed out rapidly once worm carcasses had disappeared with addition of M9 to dilute bleach, centrifugation to pellet undissolved embryo material, complete removal of supernatant and repeating this procedure for a total of three washes. Following the 3 post bleaching washes, the supernatant was removed from the embryo pellet. The pellet was resuspended in 1 ml 0.1% Triton X and then split into 1.5 ml microcentrifuge tubes follows: 25% of each sample was reserved for RNA library preparation and 100 ul TRIzol was added to inhibit RNase and maintain RNA integrity. 75% of each sample was reserved for ATAC-seq and frozen with no additive. Microcentrifuge tube were then submerged in liquid nitrogen before being stored at– 80°C.

### Extraction of material for assessment of epimutations

#### RNA extraction

Chloroform Isopropanol extraction of RNA was performed following standard protocols which had been optimised for our lab [35,85] as follows; embryos were collected in TRIzol as described above. Embryos were lysed through 5 freeze-cracking cycles in which embryos were frozen in liquid nitrogen and then thawed in a 37°C water bath. Tubes were vortexed for 5 minutes with 30 second pauses at 30 second intervals, and then incubated at room temperature for 5 minutes. This causes disruption of RNA-protein complexes. 200 μl chloroform per ml of TRIzol were added to samples followed by vigorous shaking. Samples were then incubated for two to three minutes at room temperature followed by centrifugation at a maximum speed at 4°C for 10 minutes. The top aqueous layer was aspirated and transferred to a new tube into which 1 μl glycogen and an equal volume of isopropanol was added. RNA was precipitated overnight at -20°C. After overnight precipitation, the samples were centrifuged for 1 hour at 4°C. The supernatant was removed and 500 μl of 75% ETOH added to the pellet. The samples were centrifuged at max speed for 10 minutes at 4°C. All ETOH was removed and the pellet allowed to air dry. The RNA pellet was resuspended in 10 μl H20. RNA sample concentration and quality was quantified on a 2200 TapeStation instrument using Agilent RNA screen tapes. An RNA Intengrity (RIN) score was derived. Samples were additionally quantified using Nanodrop.

#### Assay for Tranposase Accessible Chromatin (ATAC)

The protocol was adapted from Daugherty [48] after the original method for ATAC-seq [47]. Nuclei were extracted from embryo samples through cycles of freeze-cracking as follows. 200 μl of Nuclear Preparation Buffer was added to each microcentrifuge tube containing frozen embryos. The sample were submerged in liquid nitrogen for 90 seconds and then transferred to a 37°C water bath for 90 seconds. This was repeated three times. Embryo material was then transferred to a Wheaton glass tissue homogenizer in ice and was ground (3.5 grinds). The vessels containing the embryo material were covered and centrifuged for two minutes at 200 RCF at 4°C. The supernatant containing nuclei was transferred to a microcentrifuge tube on ice. The remaining embryo material was ground again, spun down and the supernatant again transferred to the collection tube. This cycle was repeated 4 times. The collection tubes were spun at 1000 RCF at 4°C for 10 minutes. The supernatant was discarded, leaving the nuclei pellet behind. To each sample nuclei pellet, Tagmentation enzyme and Tagmentation buffer were added (Illumina Tagment DNA enzyme and buffer). The samples were incubated for 30 minutes at 37°C on a Thermoshaker set to 580 RPM. Samples then underwent DNA clean up with a Qiagen MiniElute Reaction Cleanup Kit. The resulting DNA was eluted in 10 μl of EB buffer. PCR adapters from the Illumina Nextera DNA prep kit (Illumina) were selected and added to each sample along with PCR master mix. PCR was run with the following cycle parameters: 72°C for 5 minutes, 98°C for 30 seconds, 14 cycles (98°C for 10 seconds, 63°C for 30 seconds, 72°C for 1 minute). 4°C hold. Size selection isolates the desired DNA fragments and was achieved with magnetic AMP X beads (Beckman Coulter). First, excessively large DNA fragments were removed as follows; 25 μl AMP X bead solution was added to each sample. Samples were incubated at room temperature for 10 minutes. The PCR tubes containing the bead and sample mix were then put onto a magnetic rack for 5 minutes until the sample appeared clear. The samples were transferred without disturbing the magnetic beads to a new set of PCR tubes. To remove excessively small DNA fragments, the same procedure was followed, but the volume of AMP X bead solution added was adjusted to 65 μl. After incubating on the magnetic rack, the clear liquid was carefully removed and discarded. At this point, the beads had the desired library bound. The bead pellet was washed twice with 80% EtOH and then allowed to air dry at room temperature for two minutes. Excess EtOH droplets were removed with a pipette tip from inside each PCR tube. 22 μl of nuclease free water was added to each sample and the beads were washed down and dispersed into the liquid. The PCR tubes were returned to the magnetic rack, the DNA having eluted into the nuclease free water. The liquid was removed without disturbing the magnetic beads to a final collection tube which could then be frozen at -80°C. Validation of ATAC libraries was performed by quantification on the 2200 TapeStation using Agilent D1000 Screen tapes. ATAC libraries were also quantified on Qubit using the Qubit dsDNA HS Assay kit from Invitrogen.

#### Small RNA extraction

The TruSeq Small RNA Prep Kit (Illumina) was used to prepare small RNA libraries from RNA pyrophosphohydrolase (Rpph) treated RNA. Rpph increases efficiency for 22G-RNA sequencing by converting 22G 5-prime triphosphate to monophosphate [86]. RNA was mixed with 1.5 μl RPPH enzyme and 2 μl 10X NEB Buffer 2 in a final volume of 20 μl. This was incubated at 37°C for 1 hour. The number of PCR cycles was increased from 11 to 15 as per protocol optimised previously [35] otherwise all steps were done according to manufacturer’s instructions. Size selection was performed using gel extraction with a 6% TBE gel (Invitrogen). Validation of 22G-RNA libraries was done on a 2200 TapeStation (Agilent).

### Library construction

#### RNA library construction

cDNA library preparation and PolyA-selected RNA sequencing was carried out in the MRC LMS Genomics Facility to generate PE100bp reads. A cDNA library from 31 samples was prepared using the TruSeq RNA Sample Prep kit (Illumina) following the manufacturer’s instructions. The cDNA library was then hybridised to the flowcell of the Illumina HiSeq 2500 and sequenced. The library was run on 3 separate lanes in order to achieve good coverage depth. The sequencing data were processed by the instrument’s Real Time Analysis (RTA) software application, version 1.18.64. De-multiplexing was done within the sequencing facility with CASAVA.

#### ATAC library construction

For submission to LMS Genomics Facility, multiplexing of samples was performed, with 10–12 samples grouped into a pool. Samples were combined as 10 nM dilutions. Paired end sequencing of ATAC samples was done in the LMS Genomics Facility on a HiSeq instrument. The sequencing data were processed by the instrument’s Real Time Analysis (RTA) software application, version 1.18.66.3 using default filter and quality settings. Demultiplexing was done within the sequencing facility using CASAVA- 2.17, allowing zero mismatches.

#### Small RNA library construction

For submission to LMS Genomics Facility, 3 nM dilutions were prepared from each small RNA sample. 3 nM sample dilutions were pooled at ~ 30 samples per pool with unique indexes. Sample pools were validated on TapeStation and quantified on Qubit using dsDNA reagents. MiSEQ Single Read sequencing (50 bp read length) was used to validate sample pools. Balancing or preparation of new pools was undertaken to improve the balance of samples in the pool as needed. High Output single read sequencing was performed on NExtSeq 2000 instrument in the LMS Genomics Facility. The max read length was 60 bpm. The sequencing data were processed by the instrument’s Real Time Analysis (RTA) software application, version 2.11.3.

### Pre-processing and alignments

#### RNA-seq libraries

RNA fastq files were aligned to the *C*. *elegans* genome using Bowtie2 [87] to produce a file containing the raw counts data with the following command;

bowtie2 \

-1 ${file1} \

-2 ${file2} \

-x (path to genome)/cel_genomeWS252 \

-S ${Prefix1}.sam \

-p 16

Sam files were sorted and converted to bam and then bed files. Sorted counts were intersected with coordinates of coding genes derived from the UCSC genome browser [88] using the following BEDTools commands [89].

intersectBed -c -a C.elegans_gene_names2.bed -b ${Prefix1}_2.bed \

-wa > ${Prefix1}_intersected_with_genes.bed

The files were simplified so that only the longest transcript was represented and 21U-RNAs were removed. In addition, all genes for which no expression was seen in any of the samples were removed. The read values were normalised using DESeq2 [90].

#### ATAC-seq libraries

Trimming of reads to remove adapters was performed using FASTX Toolkit from the Hannon Lab (RRID:SCR_005534). Sequence alignment was carried out using Bowtie2. [87] to produce a file containing the raw counts data with the following command;

bowtie2 \

-1 ${file1}.cut.paired.fq

-2 ${file2}.cut.paired.fq \

-x (path to genome)/cel_genomeWS252 \

-S ${file1%.fastq}.sam \

-p 8

Sam files were sorted and converted to bam and then bed files. Sorted counts were intersected with coordinates for regulatory elements obtained from data produced by the Ahringer Group [50]. Using the following BEDTools commands [89]:

bedtools intersect -c -a Promoter_enhancer.gff \

-b ${Prefix1}_2.sorted.bed > ${Prefix1}_promoter_enhancer.bed

ATAC-seq across regulatory element loci was then annotated with *C*. *elegans* gene names obtained from the UCSC genome browser [88]. This resulted in quantification of the number of ATAC-seq reads mapping to each regulatory element. These counts were normalized using the DESeq2 pipeline [90].

#### Small RNA

Secondary processing and demultiplexing of data was done within the sequencing facility with Bcl2fastq 2_2.20.0 (Illumina). Adapters were removed using FASTX Toolkit from the Hannon Lab (RRID:SCR_005534). For 22G-RNA mapping the un-collapsed reads were aligned to the Ce11 genome using Bowtie [91] allowing 0 mismatches. 22G-RNAs were selected using a perl script and antisense reads mapping to transcribed regions corresponding to protein-coding genes were selected using Bedtools [89]. Reads mapping to each transcribed gene were summed. Data was normalized using DESeq2. For piRNAs and miRNAs, reads were collapsed using FASTX Toolkit from the Hannon Lab (RRID:SCR_005534) and exact matching to annotated piRNAs [63] and miRNAs [92] was performed using the seqinr package. Simulations to find the expected number of epimutations with a cutoff of a Z-score of 2.25 were performed by randomly populating a table with epimutations at the observed average rate and counting the number that were inherited for 1 generation.

### Identification of epimutations

Following normalisation of count values, a linear model was created in which log_2_(fold changes) were plotted against the log_2_(mean counts) for each gene in line with the approach taken in previous work to identify epimutations in small RNAs [35]. For each data point, a Z-score was derived by subtracting the mean of the residuals from the linear model from each individual residual value and dividing the output by the standard deviation of the residuals. Regions with a Z-score greater or less than 2.25 were defined as showing differential accessibility. Regions with a Z-score greater than 2.25 were annotated as ‘Up’ epimutations and regions with a Z-score less than 2.25 were annotated as ‘Down’ epimutations.

### Test for epimutation inheritance

Simulation of data with random distribution of epimutations across a range of Z-scores was performed as described above. Briefly, we applied each value from a range of Z-score cut offs (1–3) to the ATAC-seq Z-score data set to identify epimutations and produce a corresponding set of binarized data tables in which either 1 (Up epimutation) or -1 (Down epimutation) indicated an epimutated locus at a specific generational time point. As would be expected, sequentially raising the threshold for data points to qualify as epimutations imposed increased stringency thereby reducing the number of points which qualified as epimutations, while the lowest and therefore most permissive threshold qualified a larger number of points as epimutations. For each binarized data table, we then produced a large number of simulated data tables for which the rate of epimutations arising per generation in the real data set was preserved, but the genomic sites undergoing epimutation was determined through random re-assortment of epimutations across loci. Random re-assortment was restricted to loci deemed to be ‘epimutable’, i.e. those with epimutations in the real data set. This was to prevent the confounding effect of incorporating loci which are never epimutated. Therefore, we examined whether epimutations arose in consecutive generational time points in the same locus, as would be expected if a mechanism for inheritance is active. We were able to reject the null hypothesis that epimutations were no more likely to arise in consecutive generations in real data compared to simulated data.

### Removal of any epimutations which potentially could have been the result of environmental factors

We recognised that despite tightly controlled conditions, minor changes in the experiment environment could occur as the mutation accumulation experiments ran over an approximate twelve-week period. As the experiment was conducted in a standard laboratory setting, slight changes to UV light levels and ambient temperature over the course of the experiment could potentially affect worms when outside of the incubator. These could constitute external stimuli which could potentially have induced epimutations. Therefore, these would not represent spontaneous changes. We reasoned that such effects would feature in all generations similarly as the mutation accumulation lines were run in parallel and handled outside of the incubator at the same time points. In order to remove epimutations which may have been induced, we excluded any epimutations which had the same onset time and duration in all three lineages.

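Runs with the same onset and length in all 3 lineages numbered 357 for expression, 138 for chromatin and 48 for 22G-RNAs, counted over the lineages. Libraries of the same generation from different lineages also resembled each other. Over loci with a mean normalized count of at least 10, and after the mean of each locus over the later libraries of a lineage was subtracted, log2 counts of 2 lineages at the same generation had a mean correlation across loci of 0.280 for expression, against -0.02 at different generations. For chromatin these were 0.130 and -0.01, and for 22G-RNAs 0.0751 and -0.01, over 26 pairs at the same and 235 pairs at different generations.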

### Quantification of epimutation duration

Our data derived from a pre-mutation founder generation and alternate generation time points (even numbers; generations 2, 4, 6, 8, 10, 12, 14, 16, 18 and 20) from a 20 generation lineage. This required us to form certain assumptions regarding the epimutation status of the intervening generations for which no data was collected. In addition, certain generations were missing from several of the data sets. RNA-seq and small RNA-seq data sets for MA line B lacked generation 4, and for MA line C lacked generation 14. ATAC-seq data set for MA line B lacked generation 4, and for MA line C lacked generation 8. Both ATAC-seq and RNA-seq data sets were complete for MA line A. The reason for missing generations was insufficient yield of RNA or cDNA from these generations, therefore these samples were omitted from sequencing.

When examining the length of epimutations, we assumed that intervening odd numbered generations (1, 3, 5, 7, 9, 11, 13, 15, 17, 19) were not epimutated unless the even numbered generations either side were epimutated. In order to be considered to be inherited, we required that two consecutive even numbered generations displayed an epimutation. This is therefore a conservative approach to detecting inherited epimutations. In measuring the duration of epimutations we accounted for the intervening odd number generations which were assumed to be epimutated. For example, for the germline coding promoter which maps to gene Y65B4BL.7 (coordinates: chr1:510778:510928), the epimutation status over the course of Lineage A was as follows (Table 4):

**Table 4:** Y65B4BL.7 Chromatin-based epimutation status over 20 generations in Lineage A.

Generation	2	4	6	8	10	12	14	16	18	20
**Epimutation status**	-1	0	0	0	-1	-1	-1	0	-1	0

This locus is recorded as having 3 separate epimutations. 

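The element lies at 510779 to 510928 of chromosome I of WBcel235, nearest to Y65B4BL.7 (WBGene00022039, 508850 to 511210). In lineage A its normalized count was 52.8 in generation 0, with 1 library per generation. It was 24.8 in generation 2 (Z-score -2.41), 30.0, 20.9 and 29.2 in generations 10, 12 and 14 (Z-scores -2.58, -3.25 and -3.11) and 17.6 in generation 18 (Z-score -3.21). Generation 6 had a count of 24.7, close to that of generation 2, and a Z-score of -1.87. The other generations lay between 35.2 and 63.4. The calls of all 10 generations were those of Table 4. Over the 3 lineages this element was UP in 2 and DOWN in 8 of 28 libraries.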

1 putative epimutation (down) which arose in Generation 2 and had a length of 1, i.e. non-inherited. 1 epimutation (down) which arose in Generation 10 and had a length of 5 (1 + 4 additional generations until disappeared in Generation 14), and finally a non-inherited putative epimutation (down) which arose in Generation 18 and had a length of 1. Therefore, for the epimutation running across Generations 10, 12 and 14, we assumed that epimutations are present in the intervening odd numbered generations 11 and 13.

To be considered as within a single epimutation run, we required that epimutation data points have the same directionality, i.e. all -1 or all 1. A transition from -1 to 1 or vice versa was considered to be a termination of the preceding epimutation and commencement of a new epimutation run. We reasoned that epimutation inheritance would also include inheritance of direction in which chromatin state changed as molecular processes establishing heterochromatin are antagonistic to those dismantling heterochromatin.

We applied a linear model using the lme4 package in RStudio [93] to obtain estimates for the effect of each gene on epimutation duration. We used K-means clustering of the estimates to identify the subset of genes predicted to cause ‘long-lived’ changes in RNA-seq, ATAC-seq and small RNA data sets. The remaining loci in each data set were separated into those with short-lived inherited changes and those with non-inherited changes. The three ‘test’ lists of genes (long-lived, short-lived and non-inherited) were obtained for RNA-seq, ATAC-seq and small RNA data sets and compared to genes without epimutations in subsequent gene set enrichment analyses (below).

### Integration of gene expression change and chromatin epimutation data

In order to match up gene expression changes with chromatin states at associated regulatory elements we were required to deal with the unequal ratio of genes to regulatory elements. As would be expected, our data comprised a larger number of regulatory elements than genes. Certain genes have multiple associated coding promoters and putative enhancers as defined previously [50,94–96]. The *C*. *elegans* lifespan regulating gene *sesn-1* [97], for example, has 3 annotated coding promoters and 12 annotated putative enhancers.

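By nearest annotated transcript start, 7 of the elements analysed were assigned to sesn-1 (WBGene00022279, chromosome I, 27591 to 32548), between 30273 and 36622. The same 7 were assigned by nearest gene body. The mean normalized counts of these elements in generation 0 ranged from 41.1 ± 6.59 to 399 ± 74.0 (SD, n = 3 lineages). A single value of 1 element (36473 to 36622) passed the cut-off, UP in 1 of 28 later libraries, and expression of sesn-1 passed it in none. Over all 31618 elements, 12609 genes received at least 1 element, with a median of 2 and at most 40 per gene.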

We integrated ATAC-seq data with RNA-seq data in a gene-centric manner. For each gene we recorded its expression state and if expression state change was inherited and the presence of any epimutated regulatory elements. Inheritance of epimutation was recorded if an epimutation was present in at least two consecutive generations for any single regulatory element. We also looked for evidence of simultaneous epimutations in associated regulatory elements. For example, for *C*. *elegans* detoxification gene *ugt-26* [69] the expression status (Table 5) and associated regulatory element epimutation status (Table 6) over the course of Lineage A were as follows:

**Table 5:** Gene expression status for *ugt-26*.

Generation	2	4	6	8	10	12	14	16	18	20
**Epimutation status**	0	1	0	1	1	1	1	1	1	1

**Table 6:** Chromatin-based epimutation status for *ugt-26*.

Generation	2	4	6	8	10	12	14	16	18	20
**Epimutation status**	0	0	0	1	1	0	0	0	1	0

Therefore, *ugt-26* was recorded as having both inherited expression changes (onset Generation 8 running to at least Generation 20) which were synchronised with chromatin state changes in an associated regulatory element, which are themselves inherited (onset Generation 8, offset Generation 10). 

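ugt-26 (WBGene00015695) lies at 4721131 to 4723960 of chromosome I. In lineage A its normalized expression count was 431 in generation 0, 2112 in generation 4 (Z-score 2.34), 1580 in generation 6 (Z-score 2.05) and 1684 in generation 8 (Z-score 2.14). From generation 10 to generation 20 it lay between 1691 and 2367, with Z-scores of 2.26 to 2.89, and each of these generations was UP. Generation 8 lies just under the cut-off and is the one call of 10 that differs from Table 5. With the linear model on the generation 0 count, chosen after seeing the data, its Z-score was 2.27 and all 10 calls were those of Table 5. The element at 4721126 to 4721275 had a count of 110 in generation 0 and was UP in generations 8 (199, Z-score 2.62), 10 (217, Z-score 2.62) and 18 (250, Z-score 2.37). Generation 6 had the highest count, 288, with a Z-score of 2.24. All 10 chromatin calls were those of Table 6.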

Importantly, we did not require that simultaneous epimutations persist for the same duration as inherited expression changes. This is so as to take into account the potential that once established, epigenetic changes may persist in the absence of the initiating mechanism [41].

### Gene set enrichment analyses

Lists of epimutated or expression changed genes (test lists) were uploaded to WormEnrichr [98,99] and the number of genes annotated with each identified ontology term was compared between the test lists and background sets of genes which had no epimutations or expression changes. The background gene set was too large to be uploaded in entirety to WormEnrichr, therefore samples were taken from the list (50 samples each of 6000 genes), analysed for ontology enrichments and compared to the test list. We required a minimum of 5 genes to be present in either the test or background sample gene list for the ontology term to be included in the analysis. Enrichment of test list genes for ontology terms compared to genes sampled from the background list was calculated using a Chi Squared Test. When background lists were small enough to be uploaded in entirety to WormEnrichr, enrichment was calculated with Fisher’s Exact Test.

### Production of plots

Plots were made in R Studio (Rstudio Team (2020). Rstudio: Integrated Development for R. Rstudio, PBC, Boston, MA.) with aesthetic editing in Adobe Illustrator (Adobe Illustrator software). Schematic diagrams were made in BioRender (BioRender.com) and Adobe Illustrator.

## Supporting information

S1 Fig 22G-RNA class of small RNAs have greatest proportion of heritable epimutations compared to miRNAs and piRNAs, and this is greater than what would be expected by chance. For each small RNA class (22G-RNAs, mi-RNAs and piRNAS), comparison of proportion of changes exceeding Z-score threshold (2.25, - 2.25) that are inherited to at least two subsequent generations between observed data (dot) and observations derived from 10000 random simulations (Methods).
(TIF) Click here for additional data file.

S2 Fig Epimutation rates are similar across three independent worm lineages. **A & B.** Gene expression changes. Percentage of genes showing significantly increased **(A)** and decreased **(B)** expression per generation. **C & D.** Chromatin state changes. Percentage of regulatory elements showing significantly increased **(C)** and decreased **(D)** chromatin accessibility per generation. **E & F.** 22G-RNA level changes. Percentage of genes in each lineage showing significantly increased **(E)** and decreased **(F)** antisense 22G-RNA levels per generation. For all plots, box shows the interquartile range with horizontal line at the median; the whiskers extend to the furthest point no more than 1.5 times the interquartile range. Kruskal-Wallis rank sum test gives non-significant p-values > 0.1 for comparison of worm lineages A, B and C within the categories of data type (Gene expression, Chromatin state, 22G-RNA level) and epimutation direction (Up transitions or Down transitions).
(TIF) Click here for additional data file.

S3 Fig Deriving subsets of genes with long-lived expression changes and epimutations. K-means clustering was done to identify the subset of genes predicted from a linear model to have significantly long-lived expression changes **(A),** chromatin-based epimutations **(B),** and 22G-RNA-based epimutations **(C)**. The long-lived gene sets were derived independently using an alternative method based on expectation maximisation (EM) clustering using MixTools package in R (‘MixEM method’). The overlap between long-lived gene sets derived through both methods is shown for genes with expression changes **(D),** loci with chromatin-based epimutations **(E),** and loci with 22G-RNA-based epimutations **(F).**
(TIF) Click here for additional data file.

S4 Fig Small RNA pathways in chromatin and 22G-RNA-based epimutations. From left to right. Percentage of genes with expression changes (red bar), percentage of regulatory loci with chromatin epimutations (green bar) and percentage of genes with antisense 22G-RNA epimutations (gold bar) which overlap with piRNA cluster genes.
(TIF) Click here for additional data file.

S5 Fig Enrichment of direction stratified gene expression changes and epimutations in different constitutive chromatin domains. **A.** Bubble plot showing distribution of UP and DOWN non-inherited short-lived and long-lived gene expression changes in distinct chromatin domains. **B.** Bubble plot showing distribution of UP and DOWN non-inherited short-lived and long-lived chromatin-based epimutations in distinct chromatin domains. **C.** Bubble plot showing distribution of UP and DOWN non-inherited short-lived and long-lived 22G-RNA-based epimutations in distinct chromatin domains. For all plots, Y-axis shows constitutive chromatin domains investigated. X-axis shows log_2_(Odds) of enrichment. Odds ratios and p-values calculated with Fisher’s Exact Test with Bonferroni correction. p-value cut off for significance is 0.1.
(TIF) Click here for additional data file.

S6 Fig Differential enrichment of 22G-RNA-based epimutations in small-RNA pathways. Bubble plot showing enrichment of different small RNA pathways for 22G-RNA-based epimutations of different durations. Y-axis shows specific small-RNA pathway associated proteins. X-axis shows log_2_(Odds) of enrichment. Odds ratios and p-values are calculated using Fisher’s Exact Test with Bonferroni Correction. p-value cut off for significance is 0.1.
(PDF) Click here for additional data file.

S7 Fig Genes with inherited expression changes and simultaneous chromatin-based epimutations are enriched for functions involved in defence response to bacteria. Y-axis shows ontology terms. X-axis shows log_10_(Odds) of enrichment. Top 10 results shown. Odds ratios and p-values are calculated using Fisher’s Exact Test with Bonferroni Correction. p-value cut off for significance is 0.1.
(TIF) Click here for additional data file.

S8 Fig Chromatin fluctuations at X chromosome are not altered by adjusting normalisation thresholds. *pgp-5*, *pgp-6*, *pgp-7*, *pgp-8* expression and regulatory element chromatin state over 20 generations. Normalisation of ATAC-seq counts is restricted to X chromosome. Data are for worm lineage A. Generational time points on X-axis. Z-score for epimutation status shown on Y-axis with 0 equivalent to PMA state. Horizontal thresholds indicate Z-score cut-offs; > 2.25 = UP epimutation and < - 2.25 = DOWN epimutation.
(TIF) Click here for additional data file.

S9 Fig Xenobiotic defence genes fluctuate under relaxed conditions while housekeeping genes do not. **A.** Expression over 20 generations across 3 independent worm lineages in housekeeping genes was compared to that of families of xenobiotic defence genes identified to contain long-lived epimutations. Housekeeping genes n = 13, *pgp* genes n = 14, *nhr* genes n = 268, *ugt* genes n = 66, *cyp* genes n = 74. **B.** As in **(A)** but the 4 gene *pgp* cluster (*pgp-5*, *pgp-6*, *pgp-7*, *pgp-8*) is removed showing that removing this gene cluster removes bias of *pgp* gene family towards Up epimutations as seen in **(A).**
(TIF) Click here for additional data file.

S1 Table Worm Lineage A gene expression, table of Z scores. File name: S1_Table.csv.
(CSV) Click here for additional data file.

S2 Table Worm Lineage B gene expression, table of Z scores. File name: S2_Table.csv.
(CSV) Click here for additional data file.

S3 Table Worm Lineage C gene expression, table of Z scores. File name: S3_Table.csv.
(CSV) Click here for additional data file.

S4 Table Worm Lineage A 22G-RNA levels, table of Z scores. File name: S4_Table.csv.
(CSV) Click here for additional data file.

S5 Table Worm Lineage B 22G-RNA levels, table of Z scores. File name: S5_Table.csv.
(CSV) Click here for additional data file.

S6 Table Worm Lineage C 22G-RNA levels, table of Z scores. File name: S6 Table.csv.
(CSV) Click here for additional data file.

S7 Table Worm Lineage A ATAC counts, table of Z scores. File name: S7 Table.csv.
(CSV) Click here for additional data file.

S8 Table Worm Lineage B ATAC counts, table of Z scores. File name: S8 Table.csv.
(CSV) Click here for additional data file.

S9 Table Worm Lineage C ATAC counts, table of Z scores. File name: S9_Table.csv.
(CSV) Click here for additional data file.

S10 Table Worm Lineage A gene expression Table of Up (1) and Down (-1) epimutations. File name: S10_Table.csv.
(CSV) Click here for additional data file.

S11 Table Worm Lineage B gene expression Table of Up (1) and Down (-1) epimutations. File name: S11_Table.csv.
(CSV) Click here for additional data file.

S12 Table Worm Lineage C gene expression Table of Up (1) and Down (-1) epimutations. File name: S12_Table.csv.
(CSV) Click here for additional data file.

S13 Table Worm Lineage A ATAC Table of Up (1) and Down (-1) epimutations. File name: S13_Table.csv.
(CSV) Click here for additional data file.

S14 Table Worm Lineage B ATAC Table of Up (1) and Down (-1) epimutations. File name: S14_Table.csv.
(CSV) Click here for additional data file.

S15 Table Worm Lineage C ATAC Table of Up (1) and Down (-1) epimutations. File name: S15_Table.csv.
(CSV) Click here for additional data file.

S16 Table Worm Lineage A 22G-RNA Table of Up (1) and Down (-1) epimutations. File name: S16_Table.csv.
(CSV) Click here for additional data file.

S17 Table Worm Lineage B 22G-RNA Table of Up (1) and Down (-1) epimutations. File name: S17_Table.csv.
(CSV) Click here for additional data file.

S18 Table Worm Lineage C 22G-RNA Table of Up (1) and Down (-1) epimutations. File name: S18_Table.csv.
(CSV) Click here for additional data file.

S19 Table Table of values used in Fig 1C. File name: S19_Table.csv.
(CSV) Click here for additional data file.

S20 Table Table of values used in Fig 2A. File name: S20_Table.csv.
(CSV) Click here for additional data file.

S21 Table Table of values used in Fig 2B. File name: S21_Table.csv.
(CSV) Click here for additional data file.

S22 Table Table of values used in Fig 3B. File name: S22_Table.csv.
(CSV) Click here for additional data file.

S23 Table Table of values used in Fig 3C. File name: S23_Table.csv.
(CSV) Click here for additional data file.

S24 Table Table of values used in Fig 3D. File name: S24_Table.csv.
(CSV) Click here for additional data file.

S25 Table Table of values used in Fig 3E. File name: S25_Table.csv.
(CSV) Click here for additional data file.

S26 Table Table of values used in Fig 4A. File name: S26_Table.csv.
(CSV) Click here for additional data file.

S27 Table Table of values used in Fig 4B. File name: S27_Table.csv.
(CSV) Click here for additional data file.

S28 Table Table of values used in Fig 4C. File name: S28_Table.csv.
(CSV) Click here for additional data file.

S29 Table Table of values used in Fig 5A. File name: S29_Table.csv.
(CSV) Click here for additional data file.

S30 Table Table of values used in Fig 5B. File name: S30_Table.csv.
(CSV) Click here for additional data file.

S31 Table Table of values used in Fig 5C. File name: S31_Table.csv.
(CSV) Click here for additional data file.

S32 Table Table of values for gene expression used in Fig 6A and 6B. File name: S32_Table.csv.
(CSV) Click here for additional data file.

S33 Table Table of values for chromatin state used in Fig 6A. File name: S33_Table.csv.
(CSV) Click here for additional data file.

S34 Table Table of values for 22G-RNA level used in Fig 6B. File name: S34_Table.csv.
(CSV) Click here for additional data file.

S35 Table Table of values used in S2A Fig File name: S35_Table.csv. (CSV) Click here for additional data file.

S36 Table Table of values used in S2B Fig File name: S36_Table.csv. (CSV) Click here for additional data file.

S37 Table Table of values used in S2C Fig File name: S37_Table.csv. (CSV) Click here for additional data file.

S38 Table Table of values used in S2D Fig File name: S38_Table.csv. (CSV) Click here for additional data file.

S39 Table Table of values used in S2E Fig File name: S39_Table.csv. (CSV) Click here for additional data file.

S40 Table Table of values used in S2F Fig File name: S40_Table.csv. (CSV) Click here for additional data file.

S41 Table Table of values used in S3A Fig File name: S41_Table.csv. (CSV) Click here for additional data file.

S42 Table Table of values used in S3B Fig File name: S42_Table.csv. (CSV) Click here for additional data file.

S43 Table Table of values used in S3C Fig File name: S43_Table.csv. (CSV) Click here for additional data file.

S44 Table Table of values used in S3D Fig File name: S44_Table.csv. (CSV) Click here for additional data file.

S45 Table Table of values used in S3E Fig File name: S45_Table.csv. (CSV) Click here for additional data file.

S46 Table Table of values used in S3F Fig File name: S46_Table.csv. (CSV) Click here for additional data file.

S47 Table Table of values used in S4 Fig File name: S47_Table.csv. (CSV) Click here for additional data file.

S48 Table Table of values used in S5A Fig File name: S48_Table.csv. (CSV) Click here for additional data file.

S49 Table Table of values used in S5B Fig File name: S49_Table.csv. (CSV) Click here for additional data file.

S50 Table Table of values used in S5C Fig File name: S50_Table.csv. (CSV) Click here for additional data file.

S51 Table Table of values used in S6 Fig File name: S51_Table.csv. (CSV) Click here for additional data file.

S52 Table Table of values used in S7 Fig File name: S52_Table.csv. (CSV) Click here for additional data file.

S53 Table Table of values for gene expression used in S8 Fig File name: S53_Table.csv. (CSV) Click here for additional data file.

S54 Table Table of values for chromatin state used in S8 Fig File name: S54_Table.csv. (CSV) Click here for additional data file.

S55 Table Table of values used in S9 Fig File name: S55_Table.csv. (CSV) Click here for additional data file.

S56 Table Table of values used in Table 1. File name: S56_Table.csv.
(CSV) Click here for additional data file.

S57 Table Table of values used in Table 2. File name: S57_Table.csv.
(CSV) Click here for additional data file.

# Supplementary material for: Fluctuations in chromatin state at regulatory loci occur spontaneously under relaxed selection and are associated with epigenetically inherited variation in C. elegans gene expression
**Source:** PLoS Genet. 2023 Mar 2;19(3):e1010647. doi: 10.1371/journal.pgen.1010647
**Supplement:** S6 Fig — Bubble plot showing enrichment of different small RNA pathways for 22G-RNA-based epimutations of different durations. Y-axis shows specific small-RNA pathway associated proteins. X-axis shows log2(Odds) of enrichment. Odds ratios and p-values are calculated using Fisher’s Exact Test with Bonferroni Correction. p-value cut off for significance is 0.1.

## 22G-RNA level changes

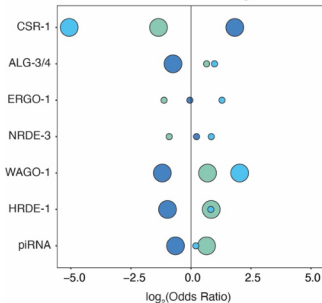

bubble colour indicates extent of heritability

- Non-inherited
- Short-lived
- Long-lived

bubble size indicates significance

- Not significant
- Significant

(Bonferroni adjusted  $p < 0.05$ )

How the deposited data were processed for this re-analysis (not part of the article)

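RNA-seq, ATAC-seq and small RNA-seq of C. elegans embryos from 3 mutation accumulation lineages (A, B and C) were analysed. Each lineage was sampled in generation 0 and at alternate generations from 2 to 20, which gives 31 libraries per data type, and RNA-seq and small RNA-seq lack generation 4 of lineage B and generation 14 of lineage C, while ATAC-seq lacks generation 4 of lineage B and generation 8 of lineage C. Samples were grouped by lineage and generation, with 1 library in each group.

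The signal values, as deposited, are read counts per gene or regulatory element that the authors divided by the DESeq2 size factor of each library. For RNA-seq and ATAC-seq the authors aligned reads to genome WS252 with Bowtie2 and counted them with BEDTools over coding genes or over promoters and enhancers. They kept the longest transcript of a gene and removed 21U-RNAs and genes without reads. For small RNAs they aligned reads to ce11 with Bowtie without mismatches and summed 22G-RNAs antisense to each protein-coding gene. The paper's text does not state the versions of these programs. In all 93 libraries every value was a whole multiple of 1 step within 0.001 read, with values of exactly 1 in RNA-seq and ATAC-seq read as counts of 0, so that whole reads could be recovered. Coordinates are those of WBcel235, the assembly of ce11, with Ensembl release 115. Depth differs between libraries, most in small RNA-seq, where the later libraries hold between 106897 and 1504610 reads. Limits from counts of 0 are 3 reads and cover counting error only. The precision of each comparison between generations is limited by 1 library per lineage and generation.

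A Z-score was computed for each locus and later library from a linear model of the log2 ratio to generation 0 of the same lineage on the log2 mean count, with a pseudocount of 1 normalized count and a cut-off of 2.25. Consecutive sampled generations past the cut-off in the same direction form a run, a missing library does not end it, and a run of at least 2 sampled generations counts as inherited. Runs with the same onset and length in all 3 lineages were removed before durations, inherited shares and associations were computed, and were kept for rates and for the test of the order of generations. The inherited share was compared with 1000 re-assortments of the changes of each library among loci changed at least once in the lineage and with 1000 shuffled orders of the generations. Regulatory elements were assigned to the protein-coding gene with the nearest annotated transcript start. Associations were tested on units of gene and lineage with two-sided Fisher's exact tests. The 95% confidence intervals of odds ratios are normal approximations on the log scale after 0.5 was added to each cell. Durations were fitted with lme4 1.1.37 with a random intercept per locus, and the estimates were divided by K-means. Correlations were tested with 100000 random permutations. Generation 0 was compared with later generations over loci with a mean normalized count of at least 10 by limma 3.58.1, moderated, with a robust mean trend, lineage as a block and Benjamini-Hochberg adjustment at 0.05. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

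The samples of each comparison, the covariates, the rule for named genes, the alternatives except 3 and the tests were chosen before the data were examined, apart from the tests that the closing parts name as chosen after their results were seen and the division of the pgp family, also chosen after. The genes named are those that the paper names in its results, in Tables 3 to 6 and in its examples, whose values in the paper's tables had been seen, up to 3 loci each way with the largest change between generation 0 and later generations among those past the threshold with the same sign in every lineage, and for each data type the 3 loci with the largest lme4 estimate. The alternatives were pseudocounts of 0.5 and 5, a mean count of at least 10 or no filter, cut-offs of 2 and 3, the mean of the 3 generation 0 libraries or the lineage median as the reference, TMM scaling written out after edgeR and checked against it, runs ended by a missing generation, shared runs kept, each lineage left out in turn, the gene as the unit, shuffled epimutation generations, Z-scores from the X chromosome only, a mixture of 2 normal distributions in place of K-means, runs of at least 2 sampled generations only, no block, and edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads. Linear models on the mean of the 2 libraries, on the mean of all libraries and on the generation 0 count, with between 0 and 1 normalized count added, were then compared with the Z-scores of the part of S1 to S9 Tables that was read. The 3 alternatives chosen after seeing the data are a linear model of the log2 count on the log2 generation 0 count with counts of 0 set to 1, values of 1 kept as they are, and the nearest gene body in place of the nearest transcript start.

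The methods were tested on simulated data in which every locus kept 1 level in a lineage, drawn with the variance of the real libraries, with and without implanted changes of 4-fold over 3 sampled generations. With 200 such changes per lineage, 97.8% were recovered in simulated ATAC-seq, 42.2% in RNA-seq and 27.8% in small RNA-seq. The power of the shuffled orders was measured in the real libraries, since simulated ones lack the deviations that libraries of 1 generation share. There, reads were multiplied by 4 or thinned at random by the same factor, and the order of generations was shuffled alike in all lineages. The limma comparison recovered 96.9% of implanted 4-fold changes in RNA-seq, 100% in ATAC-seq and 93.0% in small RNA-seq, and 68.4, 83 and 39.5% of 2-fold changes. Of the calls that limma made in these simulated libraries, 18 of 179 were false in RNA-seq, 5 of 184 in ATAC-seq and 4 of 118 in small RNA-seq.

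Chromatin domains, gene ontology terms, target sets of small RNA pathways, miRNAs and piRNA levels were not analysed here. The paper states that the RNA-seq libraries were run together on 3 lanes and that ATAC-seq and small RNA-seq samples were sequenced in pools, but neither the text nor the sample descriptions say which samples shared a pool or were prepared together.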

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

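In this part, the tests of library size for RNA-seq and for the percentage of genes at 0 in small RNA-seq were chosen after the results were seen, and the other tests before. In 36 groups of 9 or 10 later libraries of a lineage, 5 libraries lay far from the others of their group, where chance finds about 1 in 20 groups, or 1.8 in all.

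In RNA-seq of lineage A, 17.2% of genes in generation 16 had a count of 0, against 21.2 to 25.3% in the other later libraries of the lineage. In lineage B, generation 10 had 12.5%, against 20.0 to 22.0%. A deeper library would have fewer genes at 0, but among libraries of the same lineage with at least as many reads the percentage reached 22.6 in lineage A and 21.1 in lineage B, which argues against library size. RNA from adult animals among the embryos could add transcripts, and over 28 libraries the log2 summed count of 6 vitellogenin genes, which are abundant in the adult intestine, had Pearson's r = -0.35 with the percentage at 0 (permutation p = 0.0722, Spearman's rho -0.46, permutation p = 0.0145). Without the 2 libraries farthest from the median, r was -0.19, and it was -0.68, -0.24 and -0.19 in lineages A, B and C. The sums were 2699 in generation 16 of lineage A and 2601 in generation 10 of lineage B, against a median of 2508, and vit-1 alone gave 2482 and 2461 of them, so that adult RNA in these libraries cannot be told apart from other causes by these genes. The number of genes past the cut-off was 1351 and 1175 in these libraries, against medians of 1455 and 1367 in the others. In lineage C, generations 12 and 18 also had few genes at 0 (16.8 and 16.5%), with vitellogenin sums of 2335 and 2544, the first below the median. A difference of stage between embryo collections, or a biological change in these generations, stays open and was not tested.

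In ATAC-seq of lineage C, 796 elements passed the cut-off in generation 16, against 977 to 1082 in the other later libraries of the lineage. Its 6275798 reads in elements lie within the 3483604 to 6962639 of the others, which argues against library size. No biological explanation was tested.

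In small RNA-seq, 20.1% of genes had a count of 0 in generation 4 of lineage A, against 0.920 to 4.21% in the others, and 7.28% in generation 20 of lineage B, against 0.849 to 3.18%. Over 28 libraries the percentage at 0 and the recovered reads had Pearson's r = -0.70 (permutation p = 1e-05, the smallest that the permutations can give, Spearman's rho -0.74), and r was -0.83 without the 2 libraries farthest from the median and -0.81, -0.90 and -0.73 within the lineages. A candidate explanation for both libraries is therefore their small size. Generation 4 of lineage A also gave the counts of 0 for 22G-RNAs against pgp-6 and pgp-7. A biological change in these generations stays open and was not tested.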

How the results depend on the processing

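The settings chosen after seeing the data are the linear model on the generation 0 count, values of 1 kept and the nearest gene body, and the others were planned. Among 848 alternative values of results, 721 kept their direction and their side of the threshold or stayed within their spread, 55 moved, 27 reversed, 17 newly passed the threshold and 28 no longer passed it. Of 124 values for parts by direction of expression, 99 stayed, 8 reversed, 10 newly passed and 7 no longer passed. Of 1267 values for single genes or elements, 1079 stayed, 163 moved, 9 reversed and 16 no longer passed. Where a value changed with a setting, the cause was not tested, apart from counts that fall with fewer loci, fewer libraries or a stricter cut-off.

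With the lineage median as the reference, the excess of the inherited share over re-assortment was -3.07 percentage points for chromatin and -0.423 for 22G-RNAs, and stayed above 0 for expression. This reference moves with a change in most libraries of a lineage, so part of the decline is fixed by construction. The difference from shuffled orders was 0.278 for expression and 1.16 for 22G-RNAs (permutation p = 0.002). Rates were 2.70, 1.67 and 1.89% for expression, chromatin and 22G-RNAs, median survival was 3 generations for expression and 22G-RNAs, and long-lived loci numbered 2294, 939 and 527. The X chromosome had log2 odds of 0.028 for short-lived and 0.32 for long-lived expression changes and 1.33 for long-lived 22G-RNA-based epimutations. The similarity of neighbouring generations was -0.00172 for expression and -0.0857 for chromatin, Test 2 gave 0.948 for chromatin and 1.66 for 22G-RNAs, and the correlation of pgp expression with chromatin in lineage B was -0.071. The lme4 estimates of loci named for their long runs, which move the median with them and so lose these runs by construction, fell to -0.00286 for F08G2.5, -0.00565 for clec-47, -0.00799 and -0.0115 for the elements at 9603815 to 9603964 and 1014419 to 1014568 of chromosome I, -0.00982 for eat-16, and -0.00506 for fbxa-61 and R186.1. No short-lived chromatin change then lay in the piRNA clusters and no short-lived 22G-RNA-based epimutation on the X chromosome, so that these tests gave no log2 odds.

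With the mean of the 3 generation 0 libraries as the reference, rates were 1.36% for chromatin and 1.46% for 22G-RNAs, median survival of 22G-RNA-based epimutations was 3 generations, and long-lived genes numbered 106 for expression and 111 for 22G-RNAs. The log2 odds were -0.32 for short-lived expression changes on the X chromosome and 0.19 for non-inherited chromatin changes in piRNA clusters. The similarity of neighbouring generations was 0.0366 for expression and -0.0383 for chromatin, and Test 2 for 22G-RNAs gave 1.42.

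With 5 normalized counts added, rates were 1.00% for expression and 1.07% for 22G-RNAs and 432 genes had long-lived expression changes. The log2 odds of expression changes on the X chromosome were -0.47 for non-inherited, -0.56 for short-lived and -0.70 for long-lived changes. Over loci with a mean count of at least 10, 16160 expression and 5917 22G-RNA values passed the cut-off, rates were 0.906 and 1.11%, and 252 genes had long-lived expression changes. Log2 odds on the X chromosome were -0.16 for non-inherited and -1.18 for long-lived expression changes, and those of short-lived changes in piRNA clusters 0.36. The odds ratio of concordant 22G-RNA-based epimutations was 1.72, and with decreased expression 0.487, against 0.846 for concordant chromatin-based ones with decreased expression.

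A cut-off of 2 gave 41892 chromatin values, rates of 2.12, 1.82 and 1.99% for expression, chromatin and 22G-RNAs, 804 elements with long-lived changes, log2 odds of 0.0026 for short-lived expression changes and 1.33 for long-lived 22G-RNA-based epimutations on the X chromosome, and 0.986 in Test 2 for chromatin. A cut-off of 3 gave 11547, 8203 and 2816 values, rates of 0.540, 0.361 and 0.478%, and 241, 156 and 38 long-lived loci. With it, log2 odds on the X chromosome were -0.20 and -0.45 for non-inherited and short-lived expression changes and 0.82 for short-lived 22G-RNA-based epimutations, and in piRNA clusters 0.29 and 0.44 for non-inherited and short-lived changes. The difference from shuffled orders was 1.26 for 22G-RNAs in this separate set of draws (permutation p = 0.0380). Tests 2 and 3 for 22G-RNAs gave 0.581 and 1.83, and odds ratios were 1.87 for discordant chromatin-based, 3.14 for concordant 22G-RNA-based and 0.863 for discordant 22G-RNA-based epimutations. With increased expression the last was 0.602, and with decreased expression that of discordant chromatin-based epimutations was 0.865. The ugt family passed the cut-off in 1.08% of values.

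TMM scaling gave log2 odds on the X chromosome of 0.0021 for short-lived expression changes and 0.97 for long-lived 22G-RNA-based epimutations. A missing generation that ends a run gave a median survival of 3 generations for 22G-RNAs and log2 odds of 0.38 for short-lived changes in piRNA clusters. Runs of at least 2 sampled generations only gave 370, 264 and 76 long-lived loci for expression, chromatin and 22G-RNAs, and the mixture of normal distributions 2041, 1747 and 617. With the gene as the unit, Test 2 for chromatin gave 0.916. With shared runs kept, discordant 22G-RNA-based epimutations with decreased expression had an odds ratio of 0.994.

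Odds ratios divided by those with shuffled epimutation generations were 1.10 in Test 3 and 1.14 in Test 4 for chromatin (permutation p = 0.119 and 0.158) and 0.781 and 0.643 for 22G-RNAs. The linear model on the generation 0 count, chosen after seeing the data, gave log2 odds of 0.010 for non-inherited expression changes and 1.05 for long-lived 22G-RNA-based epimutations on the X chromosome, 0.27 for short-lived changes in piRNA clusters and a rate of 1.49% for 22G-RNAs. Values of 1 kept, also chosen after, gave log2 odds of -0.20, -0.32 and -0.46 for the 3 classes of expression changes on the X chromosome and 0.37 for short-lived changes in piRNA clusters. The nearest gene body changed the side of the threshold for none of the 6 association results.

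With each lineage left out in turn, values past the cut-off numbered 22482 to 26280 for expression, 16983 to 18999 for chromatin and 6097 to 6305 for 22G-RNAs. The difference from shuffled orders lay between -0.689 and 0.00805 for expression and was above 0 without lineage C. Log2 odds on the X chromosome lay between 0.070 and 0.14, -0.17 and 0.010, and -0.43 and -0.072 for non-inherited, short-lived and long-lived expression changes and between 0.77 and 1.04 for long-lived 22G-RNA-based epimutations, and in piRNA clusters between 0.32 and 0.42 for short-lived changes. On the X chromosome, non-inherited expression changes no longer passed without A or B, short-lived ones reversed without C, long-lived ones newly passed without B (-0.43), and long-lived 22G-RNA-based epimutations newly passed without A (1.04). In piRNA clusters, short-lived changes no longer passed when A, B or C was left out. The similarity of neighbouring generations lay between 0.0279 and 0.0403 for expression, -0.0183 and 0.0385 for chromatin and 0.0371 and 0.0623 for 22G-RNAs. With A, B or C left out it no longer passed for expression, without B it no longer passed for 22G-RNAs, and was negative for chromatin without B. Test 2 lay between 0.970 and 1.08 for chromatin and 0.832 and 1.26 for 22G-RNAs, and reversed without C and without A. Odds ratios of discordant epimutations lay between 1.45 and 2.17 for 22G-RNAs, which passed neither without A (1.45) nor without C (1.87), and with decreased expression between 0.960 and 1.43 for chromatin and 0.937 and 1.09 for 22G-RNAs. They reversed without lineages A and C for chromatin (0.960 and 0.984) and without C for 22G-RNAs.

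Lineage entered the comparison of generation 0 with later generations as a block, since each library is compared with generation 0 of its own lineage. Across loci with a mean count of at least 10, the deviation of the generation 0 library of a lineage from the mean of the 3 generation 0 libraries and that of its mean later library from the mean of the 3 lineages had a correlation of 0.12, 0.26 and 0.53 in lineages A, B and C for expression, -0.15, 0.46 and 0.53 for chromatin and -0.04, 0.03 and -0.13 for 22G-RNAs. With no replicate block, 6578 genes passed for expression, 0 elements for chromatin and 50 genes for 22G-RNAs, against 6626, 0 and 76 with it. With lineages left out in turn, between 3725 and 6068 genes passed for expression, between 0 and 1 elements for chromatin and between 13 and 29 genes for 22G-RNAs. It was 3725 without lineage B and 3743 without lineage C. DESeq2 gave 344 elements and 170 genes with 22G-RNAs. The log2 fold change of the pgp-6 element at 10877291 to 10877440 was -0.010 over all libraries, -0.086 without lineage A, 0.050 without lineage B and 0.0059 without lineage C, which is far within its standard error of 0.16.

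A mean count of at least 10 gave no value for the correlations of pgp expression with 22G-RNAs, since the 22G-RNAs against pgp-6 and pgp-7 have means of 9.33 and 8.56. Keeping shared runs is how the order of generations was tested, and leaving out a lineage gives no correlation for that lineage. Simulated 4-fold changes were recovered in 27.8% for 22G-RNAs, 42.2% for expression and 97.8% for chromatin, an order that does not follow the number of reads. Depth limits single genes with few 22G-RNAs, since a count of 0 for pgp-6 in the smallest small RNA library allows up to 22.2 normalized counts.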

Differences from the paper's values

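Apart from the linear model on the generation 0 count and values of 1 kept, which were chosen after seeing the values, all alternatives in this part were set before the data were examined. Of 65 values compared with the paper's, 46 were close and 19 differed. In the part of S1 to S9 Tables that was read, the planned Z-scores did not make 707 of the paper's 2369 expression calls, 385 of 2155 chromatin calls and 532 of 2194 22G-RNA calls. The linear model on the generation 0 count left out 79, 0 and 0 of these calls, and values of 1 kept left out 666, 385 and 532.

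The log2 odds of inheritance with concordant chromatin-based epimutations was 1.53 here and 1.81 in the paper. A mean count of at least 10, the mean of the 3 generation 0 libraries and the gene as the unit came close to the paper's value, and 9 others did not. With 1 lineage left out the odds ratio lay between 2.87 and 2.96, against 2.90 with all lineages. Leaving out lineage A thus did not close the gap. The linear model on the generation 0 count, chosen after seeing the values, also came close. For discordant chromatin-based epimutations the values were 1.71 here and 2.18 in the paper, and only leaving out lineage B came close among 13 alternatives. With increased expression, concordant ones had 1.89 here and 1.59 in the paper. The lineage median, TMM scaling, shared runs kept and leaving out lineage B or C came close, and the other 8 did not. With decreased expression, concordant ones had 0.54 here and 2.31 in the paper, and discordant ones 0.17 here and 1.41 in the paper. None of 13 alternatives came close to either.

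For concordant 22G-RNA-based epimutations with increased expression the log2 odds was 1.54 here and 2.07 in the paper. Pseudocount 5, a mean count of at least 10, a cut-off of 2 and the mean of the 3 generation 0 libraries came close. So did the lineage median, TMM scaling and the gene as the unit, while 4 others did not. At a cut-off of 3 the odds ratio was 2.32, and with 1 lineage left out it lay between 2.74 and 3.11, against 2.91 here. Neither the cut-off of 3 nor leaving out lineage C thus closed the gap. Both alternatives chosen after seeing the values also came close. With decreased expression the values were 1.04 here and 0.37 in the paper. Pseudocount 5, shared runs kept and leaving out lineage A came close, the other 10 did not, and values of 1 kept, chosen after seeing the values, did.

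For expression changes on the X chromosome, the log2 odds of non-inherited changes was 0.19 here and -0.21 in the paper. A mean count of at least 10 and a cut-off of 3 came close, and the other 10 alternatives did not. For short-lived changes it was -0.016 here and -0.29 in the paper, and the mean of the 3 generation 0 libraries came close while the other 11 did not. Values of 1 kept, chosen after seeing the values, came close for both classes. For long-lived changes it was -0.27 here and -0.87 in the paper, and pseudocount 5, a mean count of at least 10 and the mean of the 3 generation 0 libraries came close while the other 9 did not.

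For chromatin on the X chromosome, non-inherited changes had log2 odds of -0.71 here and -0.60 in the paper. The mean of the 3 generation 0 libraries and the lineage median came close, and the other 10 did not. Short-lived changes had -1.29 here and -1.09 in the paper, and none of 12 alternatives came close. In piRNA clusters, non-inherited changes had 0.43 here and 0.27 in the paper. Pseudocount 5, a cut-off of 3, the mean of the 3 generation 0 libraries and the lineage median came close, and the other 8 did not. Short-lived changes had 0.49 here and 0.044 in the paper, and none of 11 alternatives came close.

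For 22G-RNAs on the X chromosome, non-inherited changes had log2 odds of 1.27 here and 1.04 in the paper. A mean count of at least 10 and leaving out lineage B came close, and the other 10 did not. Short-lived changes had 1.64 here and 1.44 in the paper. A mean count of at least 10, the mean of the 3 generation 0 libraries and leaving out lineage A, B or C came close, and the other 6 did not. Long-lived changes had 0.93 here and 0.047 in the paper, and a cut-off of 3 came close while the other 11 did not.

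Long-lived expression changes were found in 799 genes here and in 451 genes in the paper. Pseudocount 5, leaving out lineage A, B or C, and runs of at least 2 sampled generations only came close, and the other 9 of 14 alternatives did not. Long-lived 22G-RNA-based epimutations were found in 167 genes here and in 101 genes in the paper. Pseudocount 5, a mean count of at least 10, the mean of the 3 generation 0 libraries, runs ended by a missing generation, leaving out lineage A, B or C, and runs of at least 2 sampled generations only came close, and the other 6 did not. In both data types, leaving out a lineage lowers the count through fewer libraries. Its closeness to the paper's number, which covers all 3 lineages, therefore explains neither difference.

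The paper places the largest excess of inherited over re-assorted chromatin changes at a cut-off of 2.25. As a percentage of the inherited share it shows about 28 at a cut-off of 1, about 37 at 2.25 and about 32 at 3 in Fig 1D, read by eye. Here the percentages were 39.2, 39.0 and 36.3, the maximum was 42.2 at a cut-off of 1.5, and the difference in percentage points was largest, at 9.80, at a cut-off of 1. Table 5 calls ugt-26 expression increased in generation 8 of lineage A, where its Z-score was 2.14 here. The linear model on the generation 0 count, chosen after seeing the values, gave 2.27. Table 3 lists mrp-8 for long-lived chromatin-based epimutations, and its elements were short-lived here, while 8 of the 9 genes listed there were long-lived. The paper gives sesn-1 more elements than the 7 assigned to it here.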

Other observations

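The tests in this part were chosen before their results were seen, except those of pgp expression in generation 2, of other generations in place of generation 0 in all lineages, of the counting intervals, of 1 shuffled order for all lineages and of changes placed in the real libraries, which were chosen after.

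At the cut-off of 2.25 and against generation 0, changes recurred in consecutive generations more often than after re-assortment among loci, but no excess over shuffled orders of the generations was detected (one-sided permutation p = 0.970 for chromatin, 0.719 for expression and 0.255 for 22G-RNAs). For 22G-RNAs, other settings gave an excess over shuffled orders, of 1.16 percentage points with the lineage median as the reference (permutation p = 0.002) and with permutation p of 0.0340, 0.0130 and 0.0360 at cut-offs of 2.5, 2.75 and 3, each 0.108 after adjustment over the cut-offs, so noise of the shared generation 0 library cannot be told apart from inheritance there. Re-assortment takes all loci changed at least once as equally likely to change again, and shuffled orders keep the generation 0 library shared by a lineage and the loci that vary most. In 20 simulated sets in which every locus kept 1 level in all libraries of a lineage, with a variance equal to that of the real libraries, which can include real changes, the inherited share averaged 16.9% for chromatin and reached the observed 14.5% in 20 of 20 sets. It averaged 18.0% for 22G-RNAs and reached the observed 17.3% in 19 of 20. For expression it averaged 22.9% and was at most 23.4%, under the observed 24.2%. Independent variation against a shared reference is therefore a candidate explanation for the inherited share in chromatin, and at this cut-off in 22G-RNAs. For expression, independent noise cannot be told apart from inheritance, since the simulated sets rest on an assumed distribution and the order of generations gave no excess. Libraries of the same generation share deviations across lineages, and with 1 shuffled order for all lineages the permutation p was 0.968 for chromatin, 0.668 for expression and 0.244 for 22G-RNAs, and for 22G-RNAs 0.00500 with the lineage median and 0.0490, 0.0280 and 0.0480 at the 3 stricter cut-offs, each 0.147 after adjustment. The power of this test was measured with 4-fold changes over 3 sampled generations, placed in the real libraries in 50 random orders, at loci with a mean count of at least 10. With 200 such changes per lineage it found an excess in 36% of orders for expression, 76% for chromatin and 92% for 22G-RNAs, and with 1000 in 92, 100 and 100%. With none it did so in 8, 6 and 4%. For expression, 200 inherited changes of this size per lineage would thus mostly be missed. Inheritance of fewer, smaller or shorter changes, or of changes at loci with lower counts, stays open in all 3 data types. A change over most generations of a lineage stays consecutive in most shuffled orders, so this test has little means to find it. Inheritance of such long changes stays open as well, and the power for them was not measured. Neighbouring generations were more similar than generations at least 10 apart by 0.0320 in correlation for expression (permutation p = 0.0340) and by 0.0539 for 22G-RNAs (permutation p = 0.0220), and by 0.0150 for chromatin (permutation p = 0.363). These p take the lineages as independent. With 1 shuffled order for all lineages they were 0.127, 0.0330 and 0.312, so for expression the difference no longer passed the threshold. For expression the correlation was 0.563 at 2 generations apart and between 0.566 and 0.570 at 4 to 8, and it was lower at all longer distances (0.554 at 10, 0.557 at 12 and 0.525 at 14). For 22G-RNAs it was 0.492 at 2, 0.498 at 4, 0.463 at 6, 0.471 at 8 and 0.361 at 18 generations apart, and from 6 on it was lower than at 2. A slow change of conditions over the experiment stays open and was not tested.

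The rate of new changes was alike in the 3 data types. In the simulated sets without changes the rate was close to the observed one, with observed rates of 0.947, 0.871 and 0.898 times the simulated ones for expression, chromatin and 22G-RNAs, but the simulated variance of each locus is the observed one, so the effect of a Z-score cut-off cannot be told apart from real changes by this test. Of the simulated expression calls, 80.9% lay in genes with a mean count under 10, against 77.3% of the observed ones, where such genes are 39.9% of all, and for the same reason counting noise at low counts cannot be told apart from real variation of weakly expressed genes. Protein-coding genes held 59.0% of the expression values past the cut-off, and non-coding RNA genes 30.0%, with a median mean count of 0.752.

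Inherited expression changes coincided with epimutations more often than non-inherited ones. With the generations of epimutations shuffled, Test 3 still gave a mean odds ratio of 2.74 for chromatin and 2.97 for 22G-RNAs, so the number of generations with changed expression may account for the association. The lower frequency of chromatin-based epimutations at genes with expression changes had a common odds ratio of 0.988 within groups of similar mean expression, which makes the different expression levels of these genes a candidate explanation. A link in time at single genes stays open.

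On the X chromosome, chromatin-based epimutations were depleted, with log2 odds of -0.71, -1.29 and -2.09 for non-inherited, short-lived and long-lived ones (Fisher's exact test with Bonferroni correction, p = 5.4e-45, 6.3e-35 and 9.4e-22), and 22G-RNA-based epimutations were enriched. Within groups of similar mean count, the common odds ratio was 0.683 for chromatin (95% confidence interval 0.633 to 0.737, 0.554 without groups) and 1.68 for 22G-RNAs, which argues against different counts as the whole cause. For expression the log2 odds were 0.19 (exact test p = 0.00342), -0.02 (p = 1) and -0.27 (p = 0.176), and the first reversed with pseudocount 5 (-0.47). The design gives no condition that differs between chromosomes, and no biological explanation was tested.

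Libraries of the same generation from different lineages resembled each other. The mean correlation of their deviations exceeded that of different generations by 0.305 for expression (permutation p = 0.0001, the smallest that 10000 permutations can give), 0.143 for chromatin (permutation p = 0.00900) and 0.0829 for 22G-RNAs (permutation p = 0.00370), and was above 0 in 25, 21 and 19 of 26 pairs. Handling of the lineages on the same day is a candidate explanation. A response of all lineages to the same conditions in a generation stays open, and no table separates these explanations.

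The number of loci past the cut-off and the recovered reads had Pearson's r = -0.50 over 28 small RNA libraries (permutation p = 0.00653, adjusted over the 3 data types 0.0196, Spearman's rho -0.445, permutation p = 0.0184, adjusted 0.0553). Without the 2 libraries farthest from the median r was -0.57, and it was -0.36, -0.70 and -0.53 in lineages A, B and C. Smaller libraries may thus add calls in small RNA-seq. For RNA-seq r was -0.19 (permutation p = 0.328, rho -0.16, -0.12 without the 2 farthest; -0.32, -0.15 and -0.78 in lineages A, B and C) and for ATAC-seq -0.18 (permutation p = 0.354, rho -0.0058, 0.11 without the 2 farthest). Within the lineages it was -0.066, -0.39 and -0.41 for ATAC-seq. An effect of library size stays open in these data types, since all lineages have a negative r and the values within lineages were not tested. Across loci with a mean count of at least 10, pairs of libraries had r from 0.934 to 0.992 in RNA-seq, 0.872 to 0.979 in ATAC-seq and 0.695 to 0.966 in small RNA-seq, and no 2 libraries were equal.

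Expression of pgp-5 to pgp-8 lay above generation 0 in most later libraries of all 3 lineages. Against the lineage median, the number of UP calls minus DOWN calls of these genes was -9, which decides nothing, since a lasting increase moves the median with it. In generation 2 the mean Z-score of the 4 genes was 0.787 at most over the lineages, below every later generation of the same lineage in 3 of 3 lineages, of which the lowest was 1.69. This argues against a low value in the generation 0 libraries alone as the whole cause. A cause shared by generations 0 and 2, technical or biological, stays open. More widely, limma found 6626 of 16714 genes past the threshold between generation 0 and later generations (8035 at an unadjusted p under 0.05, edgeR 6609, DESeq2 7004). Among 100 ways to put 1 library of each lineage in the place of generation 0, 1 gave as many, the real one, and the highest of the others was 2173, which excludes chance among such groups. These mostly mix generations, while libraries of the same generation resemble each other. With generation 2 of all 3 lineages in the place of generation 0, 3958 genes passed, and with the other 7 generations that all lineages have, at most 2. A deviation shared by the libraries of 1 generation therefore cannot be told apart from a difference of generation 0, since only 9 such groups exist. For chromatin limma and edgeR found 0 elements (3587 and 3948 at an unadjusted p under 0.05) and DESeq2 344. The 100 ways gave at most 44, which cannot bear on chance, since any number is at least as large as the 0 found. Generation 6 of all lineages gave 2505. For 22G-RNAs limma found 76 genes (539 unadjusted, edgeR 77, DESeq2 170), 9 of the 100 ways gave as many, the highest of the others was 331, generation 2 of all lineages gave 80, and chance is not excluded. RNA from adult animals in generation 0 or later would move the vitellogenin genes together, but 2 of 6 passed the threshold, in opposite directions (vit-1 log2 fold change -0.27, limma adjusted p = 0.0279, and vit-6 0.71, adjusted p = 0.0491). A separate handling of the generation 0 libraries would coincide with this comparison, and a biological difference between generation 0 and later generations stays open as well; neither was tested.

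Among the increases with the same sign in every lineage were irg-2 (limma adjusted p = 1.4e-07), clec-47 (4.4e-04) and clec-52 (4.1e-04, log2 fold change 4.49, between 4.09 and 4.96 over the alternatives, normalized counts of 11.1 in generation 0 and 333 later). irg-2 and clec-47 had 3 and 1 reads over the generation 0 libraries, so their fold changes depend on the value added to the counts and on the method, between 3.47 and 6.13 and between 3.04 and 7.13 on the log2 scale over the alternatives, and the 3 genes have no fixed order. From the reads, the ratios of later to generation 0 counts were 73.6 (95% counting interval 25.2 to 357) and 152 (27.2 to 6001). The largest decreases were those of T25G12.13 (-2.72, 42.9 and 9.61) and clec-209 (-2.53, 77.3 and 15.6), which has the same coordinates and values as F56A4.2. For 22G-RNAs, where chance is not excluded as a whole, the largest were R186.1 (2.94), Y49F6A.5 (2.38), mdl-1 (2.19), tln-1 (-2.998), eat-16 (-2.70) and droe-4 (-2.44), and several calls depend on single lineages or settings. R186.1 and eat-16 no longer passed without lineage A (limma adjusted p = 0.0544 and 0.278), B (0.373 and 0.0721) or C (0.153 and 0.241), mdl-1 without B (0.120), and droe-4 without A (0.480) or C (0.257) or without the block (0.254). Without a filter on low counts eat-16 and droe-4 had an adjusted p of 0.0530, and edgeR gave eat-16 0.0881. In expression, T25G12.13 no longer passed without lineage C (limma adjusted p = 0.0569). irg and clec genes were not tested as a group, and no biological explanation was tested.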
